# Knockdown of USF1 and USF2 drives prolonged changes in the gene expression response of M12-5B3 cells to DNA damage

**DOI:** 10.1371/journal.pone.0328438

**Published:** 2025-07-14

**Authors:** Kimberly S. Bellingham-Johnstun, Lisa A. Metzger, Jennifer L. Stone, Kevin Gerrish, Pierre R. Bushel, Michael L. Sikes

## Abstract

Therapeutic resistance remains a primary obstacle to curing cancer. Healthy cells exposed to genotoxic insult rapidly activate both p53-dependent and -independent non-genetic programs that pause the cell cycle and direct either DNA repair or apoptosis. Cancer cells exploit these same pathways as they respond to stresses induced by cancer therapies. In this study, we investigated a potential role for upstream stimulatory factor 1 (USF1) and USF2 in the p53-independent response of lymphoma cells to genotoxic therapy. We previously found that lymphocytes utilize the responsiveness of USF1 to double-stranded DNA breaks to coordinate T cell receptor beta (*Tcrb*) gene expression during V(D)J recombination. Here, microarray gene expression analysis of derivatives of the p53-deficient mouse B lymphoma cell line, M12, revealed that simultaneously depleting cells of both USF1 and USF2 altered the expression of 940 gene transcripts (>1.50-fold change, < 0.05 FDR), relative to cells expressing a scrambled control shRNA. Seven days after exposure to a single sublethal (5 Gy) dose of ionizing radiation, USF-depleted (USFKD) cells exhibited widespread and distinct transcriptional responses from those of irradiated controls (5035 and 5054 differentially expressed gene transcripts, respectively, with roughly half shared between both cell types). Gene ontology analyses revealed that USF knockdown induced numerous changes in the expression of genes critical for immune development and function while diminishing the responsiveness of genes linked to DNA damage pathways. Microarray findings were confirmed by RT-qPCR for a panel of genes responsive to USF knockdown and/or irradiation. These findings shed further light on transcriptional responses to ionizing radiation that manifest over time in transformed cells, identifying a novel p53-independent role in lymphocytic DNA damage stress responses for USF.

## Introduction

Cancer arises from genome instability that accumulates when improperly or incompletely repaired DNA lesions are replicated in cycling cells. To avoid genomic instability, cells activate a multi-faceted response to DNA damage that involves cell cycle arrest, DNA repair, metabolic regulation, and if necessary, permanent senescence or apoptosis. Though much of this activity is rapidly mobilized after DNA damage through actions coordinated by p53, recovery also includes a protracted p53-independent transcriptional response that is not well understood. Cancer cells exploit these same protective pathways to survive genotoxic chemotherapies, resulting in therapy resistant tumors that drive relapse and death [1]. Understanding the nature of DNA damage response (DDR) pathways, particularly those that function independent of p53, is critical to design of strategies to mitigate or overcome therapeutic resistance.

USF1 and USF2 were among the first mammalian transcription factors identified and have long been linked to cancer [2,3]. Their roles in pathology are complex. While loss of USF activity is implicated in multiple solid tissue cancers including breast [4], ovarian [5], prostate [6], oral epithelial [7], gastric, and skin cancers [8–10], multiple studies have paradoxically shown that USF1 in particular can promote cancers such as cutaneous squamous cell carcinoma, melanoma, cervical cancer, and osteosarcoma [11–15]. The Cancer Genome Atlas (TCGA) analyses of lung adenocarcinoma (LUAD) and liver hepatocellular carcinoma (LIHC) found that USF1 is highly expressed in patients with LUAD and LIHC and correlates with poor prognosis of LIHC patients [16,17]. USF proteins bind the promoters of other transcription factors and tumor suppressor genes [16,18–21], repress expression of TERT [22], and antagonize MYC [23–25]. Beyond its role as a transcription factor, USF1 binds and protects cytoplasmic p53 in skin cells from MDM2-dependent degradation when phosphorylated by UV-activated p38-MAPK [8,9,26]. *Helicobacter pylori* promotes gastric carcinogenesis in part through impairing nuclear localization of USF1:p53 complexes [10]. How such diverse responses sum to achieve USF’s regulatory role in cancer requires a more holistic map of the USF transcriptional circuits, but recent studies suggest that loss of USF provides proliferative and migratory advantages [27].

USF1 and USF2 are basic helix-loop-helix (bHLH) transcription factors that bind primarily as USF1/2 heterodimers at E boxes in the regulatory regions of over 2500 target genes [16,28]. Stress responsiveness of USF dimers is controlled via their phosphorylation by protein kinases including p38 and ERK MAPK, DNA-PK, GSK3β, CK2 and PKA [2]. Attempts to define the role of USF in stress responses and cancer development are complicated by an essential role for USF in differentiation, which results in embryonic lethality of mice that carry USF1/USF2 double knockout mutations or USF dominant negative transgenes, and by the ability of homodimers of either USF1 or USF2 to partially compensate for loss of the other’s activity in single gene knockout animals [29,30].

We previously found that DNA-PK-dependent phosphorylation of USF regulates germline transcription of *Tcrb* gene segments in response to dsDNA breaks (DSBs) generated either during V(D)J recombination or by exposure to sublethal doses of ionizing radiation [31]. Repeated induction of V(D)J recombinase in lymphocyte cultures resulted in USF activation that persisted weeks after the window in which nonhomologous end-joining (NHEJ) repair programs would be expected to resolve DNA lesions, and which was only restored to baseline by DNA-PK inhibition. Regulation of USF1 by DNA-PK was also shown in the liver of fasting mice where microbreaks generated during activation of fatty acid synthase transcription led to USF1 phosphorylation that was essential for *Fas* promoter activation [32]. Activation in response to DNA damage signals suggests a potential role for USF in adaptation to genotoxic stress.

In addition to DSB responses during V(D)J recombination, activated mature B lymphocytes must also faithfully process DSBs introduced during immunoglobulin gene somatic hypermutation (SHM) and class-switch recombination (CSR) as they optimize antibody structure and function [33]. Not surprisingly, these critical steps in B cell development are also primary drivers of non-Hodgkin lymphoma. To uncover USF’s contribution to the DNA damage response, we used RNA interference (RNAi) to simultaneously deplete both USF1 and USF2 from M12-5B3, a recombinase-inducible derivative of the p53-deficient B lymphoma cell line M12 [34,35]. M12-5B3 is fixed at the germinal center stage of B cell development, circumventing the lethality of depleting both USFs in developing cells, and also lacks p53 which might mask more subtle USF-dependent responses. M12-5B3 cells were transduced with either pScramble, a scrambled shRNA control lentivirus or a mixture of USF1 and USF2 shRNA viruses (hereafter labeled USFKD). Stably transduced clonal lines were established based on their resistance to lentiviral-encoded puromycin and exposed to a single 5 Gy dose of ionizing radiation (IR). The transcriptomic response to USF depletion and ionizing radiation was measured using Affymetrix GeneChip transcriptome arrays.

Prior to irradiation, microarray analysis identified several hundred differentially expressed genes (DEGs), primarily associated with lymphoid function, in USF-depleted cells. IR appeared to accentuate transcriptional changes induced by USF knockdown alone when assessed one day after exposure but drove more widespread and divergent gene expression patterns at seven days post-IR. Even at this later time, the majority of DEGs in USFKD cells were associated with immune functions. In contrast, DEGs associated with DNA repair, chromatin organization and apoptosis induced seven days after IR were largely limited to control cells and absent or diminished in USF knockdowns. Microarray findings were confirmed by RT-qPCR for a number of immune-related genes not previously identified as putative USF targets including *Il2rg, Blk, Blnk, Foxj1, Cdkn1b, Aicda* and *Nfkbid,* among others. The impact of depleting either USF1 or USF2 alone varied with regard to the target gene and was less impactful than depleting both gene products, in agreement with partial functional overlap between USF1 and USF2 [30]. These findings demonstrate that USF proteins play a significant role in lymphocyte transcriptional regulation and that loss of USF limits the p53-independent response to DNA damage days after insult.

## Methods

### Cell culture

The murine M12-5B3 RAG-inducible germinal center B cell line and its culture has been described previously [35,36]. Its identity was verified for this study by expression analyses (RT-qPCR) of the IgH, Igκ and Igλ genes, and by sequence analysis of its previously defined Igκ Vκba9*/Jκ5 rearrangement [37]. For this study, cells were maintained in the presence of tetracycline (0.5 μg/ml) to prevent expression of tet-inducible RAG1 and GFP-RAG2 transgenes. RAG silencing was confirmed in all subsequent experiments by fluorescence microscopy, absence of RT-qPCR products for RAG transgenes, and the absence of PCR products for Igλ gene assembly [38]. For treatment with ionizing radiation, cells were seeded at a density of 3 x 10^5^/ml culture medium in 10 cm dishes the day before treatment. The next day, cells were harvested into 15 ml conical centrifuge tubes and exposed to a single sublethal dose (5 Gy) of ionizing radiation using a Gammacell 220 cobalt-60 irradiator (MDS Nordion). After irradiation, cells were resuspended in fresh culture medium and allowed to recover for the specified number of days.

### RNA interference and transfection

For depletion of USF2 in M12-5B3 cells, a validated Mission USF2 shRNA (TRCN0000071575) in pLKO.1 was purchased from Sigma. Two independent USF1 targeting shRNAs were designed using the BROAD Institute Genetic Perturbation Platform. Duplexed shRNA USF1shR1 and USF1shR2 oligonucleotides (S1 Table) were cloned into the AseI site of pLKO.1, a gift from David Root (Addgene plasmid #10878) [39], and insertion was verified by sequence analysis (data not shown). The sshRNA plasmid in which a scrambled shRNA sequence was cloned into the AseI site of pLKO.1 was a gift from David Sabatini (Addgene plasmid #1864) [40].

For shRNA plasmid transfections, 1 x 10^7^ 293T cells were seeded per 10 ml DMEM complete medium (supplemented with 10% fetal calf serum, 2 mM L-glutamine, 0.01% penicillin/streptomycin, and 50 mM β-mercaptoethanol) and allowed to attach for 4 hours. pUSF1shR1, pUSF1shR2 and pUSF2shR (640 ng each) or psshRNA (2.56 μg) was mixed together with pFG12 (640 ng), pMDLG (1.6 μg), pREV (1.6 μg) and pCMV-G (1.0 μg) in 870 μl serum free DMEM and 56 μl FugeneHD (Roche), vortexed briefly, and allowed to complex at room temperature for 10 minutes before dropwise addition to plated cells. The next day, culture medium was replaced with complete DMEM supplemented with 1% BSA. Culture supernatant was harvested at 24 and 36 hours later and filtered at 0.45μm.

For lentiviral transductions, viral supernatant (500 μl) supplemented with polybrene (8 μg/ml final concentration) was added to 10^5^ M12-5B3 cells seeded in 500 μl complete RPMI 1640 (10% fetal calf serum, 2 mM L-glutamine, 0.01% penicillin/streptomycin, and 50 mM β-mercaptoethanol), and the plated cells were centrifuged (1 hr @ 1200 x g @ RT). GFP reporter fluorescence was confirmed in transduced wells one day after transduction, and cells were selected with the addition of puromycin (3 μg/ml final concentration).

### Western blotting

To prepare nuclear protein isolates, cells were lysed in NP-40 Buffer (500 μl of 10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 0.1% NP-40) supplemented with PMSF and HALT protease and phosphatase inhibitor cocktail (Thermo Scientific) for 2 min on ice. After lysis, cells were pelleted in a microcentrifuge (2 min @ 12,000 RPM @ 4^o^C), the nuclear pellet was resuspended in nuclear lysis buffer (100 μl 10 mM HEPES pH 7.9, 25% glycerol, 0.42 M NaCl, 1.5 mM MgCl2, 0.2 mM EDTA, 0.5 mM DTT) supplemented with PMSF and HALT protease and phosphatase inhibitor cocktail, and incubated 30 min on ice with manual agitation every 2 min. Nuclear lysate was recovered by microcentrifugation (20 min @ 12,000 RPM @ 4^o^C) and stored at -80^o^C.

Nuclear lysates (15 μg) were subjected to sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis (PAGE) and Western blot analysis. ECL Prime (GE Healthcare) was used to detect specific protein signals per the manufacturer’s instructions, followed by autoradiography. Rabbit anti-mouse polyclonal antibodies (Santa Cruz Biotechnology) against USF1 (sc-229), USF2 (sc-862) and Sp1 (sc-59) and goat anti-rabbit HRP secondary antibody (Pierce, 32260) were used as recommended by the provider. Fold knockdown was calculated using ImageJ analysis of autoradiography films as previously described [41,42].

### Affymetrix microarray hybridization

Total cellular RNA was extracted from 1−5 x 10^6^ cells using RNeasy Plus (Qiagen) according to the manufacturer’s protocol. RNA levels were quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific) and stored at -80^o^C. After confirming RNA quality on an AATI Fragment Analyzer (Advanced Analytical Technologies, Ankeny, IA), gene expression analysis in each of three independent replicates per treatment condition was conducted using Affymetrix Mouse Transcriptome 1.0 arrays (Affymetrix, Santa Clara, CA). Total RNA (100 ng) for each sample was amplified and labeled as directed using the Affymetrix WT Plus Reagent Kit (WT Plus Kit). Amplified biotin-cDNAs (5.5 μg) were fragmented and hybridized to each array for 16 hours at 45°C in a rotating hybridization oven. Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure and then washed for antibody amplification according to the GeneChip Hybridization, Wash and Stain Kit and user manual following protocol FS450−0001. Arrays were scanned in an Affymetrix Scanner 3000 and data was obtained using the GeneChip® Command Console software. The microarray data is available on NCBI’s GEO database (Geo accession: GSE101846).

### Bioinformatic analysis of gene expression

CEL files were preprocessed by computing the robust multiarray average (RMA) of background adjusted, quantile normalized and log2 transformed perfect match (PM) pixel intensity values [43,44]. Microarray analysis was performed using a three-way (cell line, treatment, and time) analysis of variance (ANOVA) model with a three-way interaction term in Partek Genomics Suite v6.6 software. For each cell line, DEG transcripts were detected by contrasting treatment group means versus the mean of the untreated controls or sshRNA 1d IR and using a FDR < 0.05 with an absolute fold change >1.50. The DEGs were enriched for biological pathways using gene ontology (GO) biological processes (BP) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) knowledge base [45] in the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.7 Bioinformatics resource [46,47]. To visually represent the 152 GO biological processes enriched by the statistically significant DEG transcripts in each of the indicated contrasts, the –log10 p-value of each BP term was computed using the functional enrichment Fisher Exact Test. Missing values were imputed as 0 (−log base 10(1), i.e., p-value = 1). Euclidean distance as the dissimilarity metric and average linkage grouping were used for clustering the BPs in the rows.

### TopGO motif discovery

To identify biological processes affected by USF knockdown we used topGO v2.58.0 [48] and the mta10transcriptcluster.db v8.8.0 microarray gene annotation database to enrich the 1,078 gene symbols obtained from the USFKD IR 7days vs WT IR 7days contrast DEG transcripts. We used the Fisher statistic with the weight algorithm in topGO to account for the topology and hierarchy of the Gene Ontology. Finally, we used the Hypergeometric Optimization of Motif EnRichment (HOMER) software v5.1 [49] with default settings (e.g., −300 to +50 relative to the transcription start site, motif lengths 8, 10, 12) to identify motifs in the promoters of the DEGs obtained from the USFKD 7d IR vs sshRNA no IR contrast. The promoters of the genes were based on *Mus musculus,* mm9 assembly RefSeq genes sequence from −2000 to +2,000 relative to the transcript start site (TSS). Selection criteria for known motifs were based on the following filters: % background with motif > 3% and < 10%, % target with motif > 5%, enrichment > 1.3, and q-value < 0.01. The top motifs found *de novo* were based on the least probable false positives and the selection criteria used for the known motifs except for q-value.

### Quantitative PCR

For RT-qPCR analyses, each RNA sample (1 μg) was reverse transcribed using RevertAid MMLV reverse transcriptase (Thermo Scientific) and oligo d(T) primers. The resultant cDNAs were amplified in triplicate qPCR reactions with 1 μmol each of the indicated primer pairs (S1 Table). Triplicate qPCR reactions (20 μl SensiMix Plus; Bioline) were amplified (94^o^C, 20 sec; 57^o^C, 30 sec; 72^o^C, 30 sec) for 40 cycles, followed by melt-curve analysis using a MyiQ2 iCycler (Bio-Rad). Target gene expression was calculated by ΔΔ threshold cycle (C_T_) normalization to untreated sshRNA controls and standardized for loading variations by comparison with values obtained for β-actin.

## Results

### USF depletion

To investigate a potential role for USF in the p53-independent transcriptional response to DNA damage, we used lentiviral-mediated RNAi to simultaneously deplete USF1 and USF2 proteins from the mouse B lymphoma cell line, M12-5B3. Puromycin-resistant clones expressing short-hairpinned RNAs targeting either *Usf1* or *Usf2* alone or in combination, or those transduced with a scrambled shRNA (sshRNA) control were isolated and screened for nuclear USF protein levels by Western blotting (Fig 1A). Previous studies in USF2^-/-^ mice showed that loss of USF2 led to reduced USF1 expression [20]. Consistent with this finding, we observed 2 to 3.5-fold knockdown of USF1 protein levels in cells transduced with shRNAs targeting either *Usf1* or *Usf2* (USF1KD or USF2KD), but 9-fold USF1 reduction in cells transduced with shRNAs targeting both *Usf* RNAs (USFKD). Depletion of USF2 protein expression was only observed in the presence of *Usf2* shRNAs, ranging from 3 to 7-fold in the USF2KD and USFKD clones, respectively. No overt phenotypic changes in sshRNA or USF knockdown cultures were observed (i.e., their relative proliferation and turnover rates were similar to those of parental M12-5B3, data not shown).

**Fig 1:**
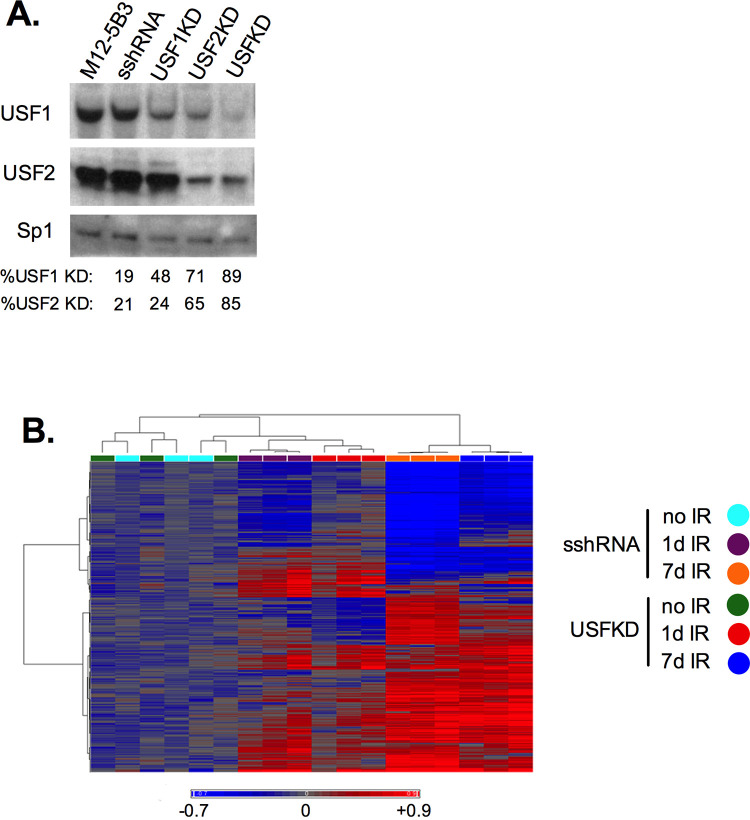
Transcriptomic response to USF depletion and ionizing radiation. (A) USF knockdown in M12-5B3 cells. Western blot analysis of USF1 (upper panel) and USF2 nuclear protein levels (middle panel) in stable USF-depleted cells relative to parental M12-5B3 and sshRNA-transduced control cells. Sp1 protein levels (lower panel) control for variations in protein loading. Fold knockdown levels of USF1 and USF2 are shown below. (B) Heatmap of differentially expressed gene (DEG) transcripts detected by Affymetrix GeneChip whole transcriptome arrays in USF-depleted (USFKD) and control (sshRNA) clones (n = 3) before treatment (no IR), or one day (1d IR) and seven days after ionizing radiation (7d IR). Data represents the log2 ratio of RMA-normalized intensity data for each sample relative to the mean of the genotype-matched no IR samples. Red color represents increased expression, blue represents decreased expression and grey denotes no change. Spearman rank as the similarity measure and Ward grouping were used for clustering of gene transcripts in the rows (left) and samples in the columns (top).

### Transcriptomic analysis of USF depletion

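M12-5B3 is a mouse B lymphoma line. Its USFKD derivative carries shRNAs against Usf1 and Usf2, and its sshRNA derivative carries a scrambled control. The expression data cover 6 groups: each cell line without irradiation, 1 day after 5 Gy and 7 days after 5 Gy, with 3 replicates per group and 18 arrays in all. Untreated cells form 1 group per line, with no separate untreated group for 1 or 7 days. Changes after irradiation therefore cannot be told apart from those of time in culture. The paper gives 100 ng of RNA per array and the sample labels give 300 ng. For every array the authors deposited 72688 normalized log2 values, which belong to 65956 transcript clusters (probe sets that each follow a transcribed locus) and 6732 control rows. Of the clusters, 30604 carry 1 gene symbol, 2146 carry several and 33206 carry none. No value was missing, and replicates of a group correlated at 0.991 to 0.998. In 1339 rows a value exceeds 16, the highest log2 value that a 16-bit scanner can return, so the step from scanner signal to value is not fully known and fold changes hold on this scale only. Arrays from 7 days stood apart from the other 12: their hybridization spikes, which contain no cell RNA, averaged 11.4 to 11.8 against 10.6 to 11.1, and positive and negative control rows were less well separated (area under the curve 0.806 to 0.826 against 0.843 to 0.873). Group means were fitted in 1 limma model over the 18 arrays (12 residual degrees of freedom), and a cluster was counted as a DEG transcript at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5 in either direction. The dim-probe limit is a log2 value of 4.66, the 95th percentile of 1717 olfactory and vomeronasal receptor genes. Unless another meaning is given, a value with ± is a log2 fold change with its limma standard error from 3 against 3 arrays. Gene lists, 34 in number, were fixed from general knowledge and the paper's text before the values were opened. They were tested with camera at a preset correlation of 0.01 over 374 list-by-contrast tests, and of the 166 that passed, 0 passed with a correlation estimated from the arrays. The p-values measure the spread between replicates of 1 pair of cell lines, and the paper calls these both independent replicates and clones.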

To map USF’s role in the transcriptional response to DNA damage, we exposed USFKD and sshRNA cultures (n = 3) to a single sublethal (5 Gy) dose of ionizing radiation. Perhaps owing to the p53-deficiency of M12, both sshRNA and USFKD cultures showed minimal toxicity to the 5 Gy exposure, with initial arrest by one day and return to growth by 6–7 days. No overt differences between the control and knockdown cells were apparent during the treatment window (data not shown). 

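Usf2 transcripts were lower in USFKD cells in every treatment group, while the Usf1 signal hardly differed between the cell lines. Usf2 is covered by 2 transcript clusters. In the first, the mean deposited log2 value (± SD, 3 arrays) was 9.04 ± 0.327, 9.08 ± 0.0967 and 9.94 ± 0.278 in sshRNA cells without IR, at 1 day and at 7 days, against 6.89 ± 0.138, 7.13 ± 0.124 and 6.55 ± 0.115 in USFKD cells. In the second the values were 8.28 ± 0.181, 8.26 ± 0.0520 and 8.90 ± 0.157 against 6.96 ± 0.159, 7.00 ± 0.0832 and 6.91 ± 0.0773. Without irradiation the difference between USFKD and sshRNA cells was -2.15 ± 0.16 (limma adjusted p = 6.35e-07) in the first and -1.32 ± 0.11 (adjusted p = 2.12e-06) in the second. In sshRNA cells Usf2 also rose between the untreated and 7-day samples, by 0.90 ± 0.16 and 0.61 ± 0.11 (adjusted p = 5.41e-04 and 5.88e-04), whereas in USFKD cells the change was -0.34 ± 0.16 and -0.05 ± 0.11 (adjusted p = 0.170 and 0.798). The gap between the lines at 7 days was therefore -3.39 and -1.98 (adjusted p = 4.84e-09 and 2.99e-08). Usf1 read 5.24 ± 0.0448, 5.26 ± 0.0167 and 5.28 ± 0.0581 in sshRNA and 5.17 ± 0.0483, 5.16 ± 0.111 and 5.17 ± 0.141 in USFKD cells (untreated difference -0.07 ± 0.08, adjusted p = 0.799). The arrays therefore show the depletion for Usf2 only. Whether the Usf1 probes would report a loss was not tested.

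**Figure D1:**
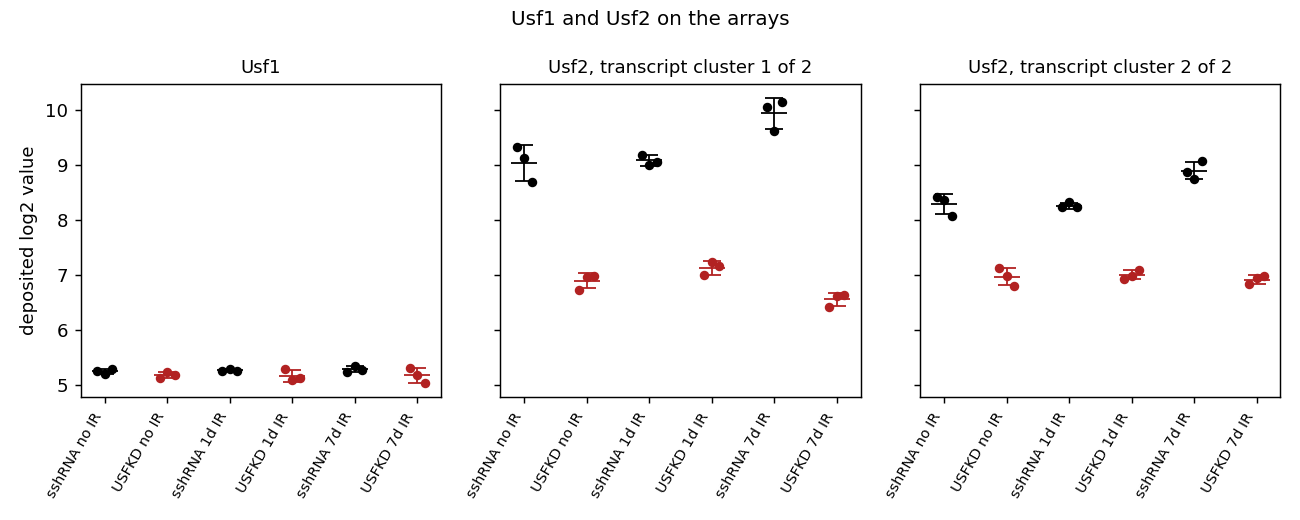
Deposited log2 value (y axis) of Usf1 and of both Usf2 transcript clusters in the 6 groups (x axis). Points are single arrays and bars are the mean ± SD of 3 arrays, black for sshRNA and red for USFKD. The first Usf2 cluster stays between 6.55 and 7.13 on average in USFKD cells and between 9.04 and 9.94 in sshRNA cells.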

Total RNA from untreated cells and cells allowed to recover from IR treatment for either one day or seven days was profiled on Affymetrix Mouse Transcriptome 1.0 arrays (Fig 1B). Using this approach, we identified 9289 DEG transcripts showing> or < 1.50-fold change (<0.05 FDR) between samples. 

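Proliferation genes moved widely within the sshRNA line. From 1 to 7 days after irradiation Mki67, a marker of cycling cells, fell (-2.76 ± 0.14, limma adjusted p = 6.68e-08), as did the kinetochore genes Cenpe (-2.59 ± 0.19) and Cenpf (-2.21 ± 0.21) and Rrm2 (-2.48 ± 0.15), which encodes a subunit of ribonucleotide reductase. Of 45 measured DNA replication genes 24 fell and 0 rose (camera adjusted p = 5.77e-19, and 0.111 with an estimated correlation). This contrast held 8034 DEG transcripts, 5181 higher and 2853 lower at 7 days. Over the 9 pairwise contrasts between groups, 17870 of the 65956 transcript clusters were DEG transcripts in at least 1, and 9021 when only clusters with 1 gene symbol were counted.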

To account for both USF knockdown and treatment conditions, DEG transcripts were modeled using a 3-way ANOVA (cell line, treatment and time) with a three-way interaction term (cell line*treatment*time) first to partition the variance (between groups and within groups). Next, data from the samples were contrasted by groups for comparison. Less than 10% of the total DEG transcripts identified in the study were present in untreated USFKD cells, corresponding to 235 transcripts with increased expression and 705 transcripts with decreased expression in USFKD 7d IR relative to USFKD no IR when compared with untreated sshRNA (S2A and B Fig).

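Without irradiation, USFKD cells differed from sshRNA cells in several metabolic and stress-response groups. Genes that protect against oxidants were lower: the cystine transporter gene Slc7a11 (-1.24 ± 0.15), Txnrd1 (-0.91 ± 0.15) and Gclc (-0.86 ± 0.09). Of 18 genes on the oxidative stress list 7 fell and 0 rose (median -0.34, camera adjusted p = 1.33e-05, and 0.183 with an estimated correlation). Endoplasmic reticulum chaperones fell too, among them Sdf2l1 (-1.59), Dnajb11 (-1.51), Creld2 (-1.44) and Hyou1 (-1.32). With 8 of 26 members lower, the list passed (adjusted p = 0.00397, and 0.206 with an estimated correlation; 0.0644 without dim probe sets). Lipid synthesis shifted in both directions, with Hmgcs1 (1.60 ± 0.19) and Scd1 (1.46 ± 0.18) higher and the elongase Elovl6 lower (-1.66 ± 0.12). Over that list 6 of 22 members rose and 2 fell (adjusted p = 0.00167, and 0.497 with an estimated correlation). The lysosomal genes Tpp1 (2.30 ± 0.15) and Pld4 (1.84 ± 0.12) rose and Ctss fell (-1.13 ± 0.11), 11 up and 6 down among 43 (adjusted p = 0.00356, and 0.401 with an estimated correlation).
Genes of DNA maintenance were split. Brca1, central to homologous recombination, rose by 1.29 ± 0.08 (adjusted p = 1.43e-07), and the 19 genes of that list had a median of 0.33 with 3 up and 0 down (camera adjusted p = 2.08e-06, and 0.125 with an estimated correlation). Polm and Prkdc, which act in end joining, rose by 1.05 and 0.73, while the checkpoint gene Brcc3 (-1.30) fell and Rad9a (1.15) rose. The replication helicase gene Mcm3 (-2.13 ± 0.17) and the primase-polymerase gene Pola1 (-1.04) fell, with no shift detected over the replication list (median -0.01, adjusted p = 0.844). Crebbp (-1.26) and Hdac2 (-0.94) fell and Bptf (0.95) and Jarid2 (0.95) rose among chromatin modifiers. Dkc1, needed for ribosomal RNA modification, fell (-1.61) and the RNA polymerase subunit gene Polr1c rose (1.00). Cytosolic ribosomal protein genes were slightly higher (Rps7 0.92, Rps24 0.86, median 0.34 over 20 genes, adjusted p = 9.25e-09, and 0.170 with an estimated correlation).
In all, 1225 transcript clusters were higher and 1712 lower in USFKD no IR than in sshRNA no IR, 2937 together or 16.4% of the clusters called in any pairwise contrast. In the same comparison 226 of 6732 control rows passed the same thresholds, against 2937 of 65956 transcript clusters. With each array's bright clusters centred on a common level the numbers were 987 and 2121, and with 1 array left out the total ran from 2398 to 3084.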

During the first day of recovery, the majority of transcriptional responses to IR are p53-dependent [50]. 

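In sshRNA cells 1 day after irradiation the largest increases were in the immunoglobulin segment Igkj3 (2.74 ± 0.51, limma adjusted p = 0.0111) and in 5S ribosomal RNA (Rn5s 2.08 ± 0.40, adjusted p = 0.0121). Neither call held without sshRNA 1d IR replicate 1 (adjusted p = 0.0690 and 0.0720). Probe sets for U1 spliceosomal RNA rose (Rnu1b1 1.76 ± 0.23, adjusted p = 0.00111, with Rnu1b2 and Rnu1b6 at 1.76 and 1.75), as did the complement protease gene Masp2 (1.45 ± 0.19, adjusted p = 0.00126) and Mki67 (1.13 ± 0.14, adjusted p = 9.97e-04). Ino80c, a chromatin remodelling subunit, fell (-0.94 ± 0.12, adjusted p = 0.00124), and so did Ube2nl (-0.85 ± 0.13) and the B cell transcription factor Ebf1 (-0.70 ± 0.11, adjusted p = 0.00391). Ddb2, which recognises damaged DNA and was placed on the p53 target list, rose (1.44 ± 0.29, adjusted p = 0.0163), a call that is lost when any of 5 single arrays is left out (for sshRNA 1d IR replicate 1, adjusted p = 0.102). The chromatin genes Kmt2a (1.40 ± 0.22) and Kmt2c (1.02 ± 0.17) rose (adjusted p = 0.0609 and 0.0608 with only the arrays compared), and the long noncoding RNA Malat1 rose by 1.74 ± 0.30. Without sshRNA 1d IR replicate 1 the Malat1 call had an adjusted p of 0.053. The other genes of the p53 target list did not reach the thresholds: 1 of 26 listed genes was called over all genes and also when adjusted over the list alone. Among gene lists, NF-kB pathway genes were shifted upward (median 0.27, camera adjusted p = 5.81e-07, and 0.206 with an estimated correlation), as were homologous recombination (median 0.20, adjusted p = 6.32e-04, and 0.206 with an estimated correlation) and DNA replication (median 0.15, adjusted p = 3.94e-04, and 0.348 with an estimated correlation). Ribosome biogenesis genes were shifted downward (median -0.17, adjusted p = 7.14e-05, and 0.430 with an estimated correlation).
Over all transcript clusters 1160 rose and 164 fell, 1324 in all, of which 738 of the rising ones carry no gene symbol, and 86 control rows passed too. After centring on bright clusters, a shift of -0.15 log2, the numbers were 832 and 840. The median change of bright clusters was only 0.04, so this centring moves the typical cluster below 0 and adds decreases. The total depends on single arrays: it was 363 without sshRNA 1d IR replicate 1, 808 without replicate 3 of that group, and 865, 581 and 683 without sshRNA no IR replicates 1, 2 and 3, with 1676 the highest value on leaving out any array.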

Absent p53, sshRNA only exhibited 360 DEG transcripts that met the + /-1.50-fold change and <0.05 FDR thresholds of significance in pairwise contrasts between no IR samples and 1d IR samples. Radiation induced more extensive differences at one day in the USFKD cells, which showed 2268 statistically significant DEG transcripts relative to untreated sshRNA. However, none of these DEG transcripts rose to the level of significance when the USFKD 1d IR samples were contrasted with USFKD no IR cells at the < 0.05 FDR threshold, suggesting that irradiation primarily accentuated preexisting differences caused by USF removal. 

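Most of the largest differences between USFKD 1d IR and sshRNA no IR were in genes that also differed without irradiation. The lipocalin genes Lcn10 (4.25 ± 0.22) and Obp2a led the increases, followed by the myosin gene Myo1g (2.69), the B cell adaptor gene Blnk (2.64), Igkj3 (2.61), Cd300a (2.54), the peptide hormone gene Adm (2.54), Dpp7 (2.53) and the kinase gene Blk (2.50). Ctse (-4.80 ± 0.17), Sh2d1b1 (-4.32 ± 0.16), Zc3h12d, Rgs13, Mid2 (-3.28), the amino acid transporter gene Slc7a8 (-3.26), Klhl6, the surrogate light chain gene Vpreb3 (-3.17), Maged1 (-3.15) and Parm1 (-3.10) led the decreases. The highest adjusted p among these 19 genes in limma was 0.00291 (Igkj3). Homologous recombination genes stood higher (median 0.46, 6 of 19 up, camera adjusted p = 3.95e-09, and 0.111 with an estimated correlation), with Brca1 at 1.46 ± 0.08 and Xrcc3 at 1.33 ± 0.19. Ribosomal protein genes stood higher as well (7 of 20 up, adjusted p = 6.37e-13, and 0.111 with an estimated correlation; Rps20 0.85), and the oxidative stress list stood lower (7 of 18 down, adjusted p = 1.44e-04, and 0.206 with an estimated correlation). The kinase genes Clk1 (1.47) and Clk4 (1.42), which regulate splicing factors, and the end joining gene Polm (1.28) rose, and the ubiquitin-cleaving checkpoint subunit gene Brcc3 fell (-1.37).
In total 3508 transcript clusters were higher and 1709 lower (2137 and 3689 after centring on bright clusters, a shift of -0.21), and 428 control rows passed. Here too the centring exceeds the median change of bright clusters, 0.06, and adds decreases. Of these 5217 clusters, 2599 were also called between the cell lines without irradiation and 2618 were not.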

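Both contrasts of USFKD cells with sshRNA no IR ordered transcripts alike. The untreated and the 1-day contrast shared 1173 increases and 1426 decreases, with 0 clusters called in opposite directions, against 65.2 and 44.4 for independent lists of those sizes. Across transcript clusters, which are not independent replicates, the log2 fold changes correlated at r = 0.814 with a covariance of 0.0901. Both contrasts subtract the same 3 sshRNA no IR arrays, and simulated arrays without any effect gave r = 0.501 and a covariance of 0.0135 for that reason alone. With 3 control arrays that cannot be divided between the contrasts, part of the overlap may come from the shared controls. Against its own untreated cells, USFKD 1d IR had 0 DEG transcripts in limma, with a smallest adjusted p of 0.0658 and 5465 clusters under an unadjusted p of 0.05. That 0 rests on single arrays and settings: it became 391 without USFKD 1d IR replicate 2, 17 without USFKD 7d IR replicate 2 and 746 when p-values were adjusted over all contrasts together. In the same comparison 18 of 34 gene lists passed, and 0 did with an estimated correlation. Germinal centre genes had a median of 0.16 (camera adjusted p = 1.42e-04, and 0.206 with an estimated correlation) and DNA replication genes one of 0.11 (adjusted p = 4.35e-05, and 0.300 with an estimated correlation), and with quantile normalization the preset values became 0.127 and 0.366. A difference between the cell lines in their 1-day response was called for 0 clusters (smallest adjusted p 0.623, 4286 under an unadjusted p of 0.05).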

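A difference in response means that the change from no IR to 7d IR in USFKD cells minus that in sshRNA cells was not 0. By that measure the amino acid transporter gene Slc7a8 (1.94 ± 0.15), the B cell adaptor gene Bank1 (1.89 ± 0.19), the inhibitory receptor gene Fcgr2b (1.55 ± 0.16), Rgs13 (1.74 ± 0.29), the transcription factor genes Ebf1 (1.53 ± 0.15) and Mef2c (0.73), Upk1b (1.83), Derl3 (1.59) and F9 (1.56) ended higher in USFKD cells than the sshRNA response alone would give. Cat, which breaks down hydrogen peroxide (1.45), the replication genes Pole2 (1.05) and Ccne2 (0.90), and Mxd4 (1.00) belonged to the same side. The hormone gene Adm (-2.29 ± 0.30), the mitochondrial protease gene Lonp1 (-1.63 ± 0.23), U3 small nucleolar RNA (Rnu3b4 -1.92), Tnf (-1.49 ± 0.27), the class I genes H2-D1 (-1.26) and H2-K1 (-1.20), Sqstm1 (-1.25) and Derl1 (-0.97) were on the other side. In limma the adjusted p of these genes ran from 1.77e-04 (Slc7a8) to 0.0135 (Mef2c). For Slc7a8, Derl3 and F9 a fall as large as in sshRNA cells would take the untreated USFKD level under the dim-probe limit of 4.66, so a positive difference there is partly fixed by the low level. Such a limit may apply to 93 of all 759 positive calls. With the cell lines exchanged, 121 of 607 negative calls met the same rule. Many of these, such as Esp8 (0.69 in sshRNA and -0.06 in USFKD cells), were dim in untreated sshRNA cells and rose there. A limited fall does not account for those. Over the 23 germinal centre genes the median was 0.53 (4 up, 0 down, or 8 up and 1 down when adjusted over the list alone, camera adjusted p = 1.35e-05, and 0.170 with an estimated correlation), and over cytosolic ribosomal proteins it was -0.35 (adjusted p = 5.52e-06, and 0.220 with an estimated correlation).
At 7 days 1366 of 65956 clusters passed, 759 positive and 607 negative, together with 111 of 6732 control rows. At 1 day 0 passed. The number at 7 days was 761 and 588 without sshRNA no IR replicates 1 and 2, 804 without USFKD no IR replicate 3, 865 without USFKD 7d IR replicate 2, 639 with only the arrays compared, and at most 1720. Bright-cluster centring gave 904 positive and 437 negative. With the effects of cell line and radiation taken out and the residual arrays put in 100 orders, 1 order, the real one, reached 1366, and the highest other called 1.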

USF-dependent transcriptional responses were much more evident seven days post-IR. When normalized to sshRNA no IR, 7d IR sshRNA and USFKD each showed markedly different patterns of gene expression at seven days (Fig 1B). 

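At 7 days the largest differences from sshRNA no IR included genes common to both cell lines, such as Scarna17, U3 RNAs, ND6 and Prss42. In sshRNA 7d IR the small Cajal body RNA Scarna17 (4.09 ± 0.26), U3 small nucleolar RNAs (Rnu3b4 3.81 ± 0.20, Rnu3b1 3.76), 5S ribosomal RNA (Rn5s 3.63), Rnu11 (3.05), the mitochondrial ND6 (3.28) and the stress gene Ddit3 (3.06) were among the largest increases. Upk1b (-3.84 ± 0.18), the protease gene Prss42 (-3.74 ± 0.21), Derl3 (-3.18), Ehd2 (-2.78), the DNA sensor adaptor gene Sting1 (-2.70), Grn (-2.68), Tuba4a (-2.57) and Dusp6 (-2.48) were among the largest decreases. In USFKD 7d IR the genes highest over sshRNA no IR included Lcn10 (4.80 ± 0.22), Scarna17 (4.56), Irf2bp2 (3.05), ND6 (3.00), Rnu3b1 (2.97), Rgs2 (2.95) and Rnu3b4 (2.91), and the lowest Ctse (-5.78), Sh2d1b1 (-4.72 ± 0.16), the necroptosis kinase gene Ripk3 (-3.95 ± 0.17), Prss42 (-3.89), Maged1 (-3.71), H2-DMb2 (-3.68), Slc7a8 (-3.67), Vpreb3 (-3.41), Reg4 (-3.39) and Map3k15 (-3.37). Ermn was higher too, from a level under the dim-probe limit in sshRNA no IR, and its size is not given. The highest limma adjusted p among them was 1.97e-05 (Ddit3). Over all clusters, which are not independent replicates, both sets of log2 fold changes correlated at r = 0.760 with a covariance of 0.191, against 0.500 and 0.0134 in simulated arrays without effects that share the same 3 controls. With each line compared with its own untreated arrays, which removes the sharing, r was 0.731 and the covariance 0.141. On these 6 arrays negative control rows also read higher, on average 5.54 in sshRNA and 5.62 in USFKD cells against 4.97 and 5.17 in the untreated groups.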

Pairwise contrasts between sshRNA no IR and either sshRNA 7d IR or USFKD 7d IR revealed 5054 or 5035 significant DEG transcripts, respectively. Moreover, unlike the contrast between USFKD no IR and 1d IR, contrast between USFKD no IR and USFKD 7d IR revealed 2615 significant DEG transcripts unique to the 7d IR samples. 

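In both cell lines the 7-day samples had less of several oxidant defence transcripts than sshRNA no IR. In sshRNA 7d IR the phosphatase gene Inpp5d (-2.09 ± 0.17), Bank1 (-2.47 ± 0.13) and Fcgr2b (-1.87 ± 0.11), all regulators of antigen receptor signalling, fell, with 12 of 29 genes on that list down and 2 up (camera adjusted p = 6.47e-06, and 0.206 with an estimated correlation). The class II transactivator gene Ciita (-1.27 ± 0.13) and H2-DMb2 (-1.51 ± 0.14) fell with 8 of 17 class II genes (adjusted p = 4.02e-05, and 0.192 with an estimated correlation). The oxidant defence genes Cat (-2.08 ± 0.14) and Hmox1 (-1.09 ± 0.21) fell, 8 of 18 down (adjusted p = 2.61e-04, and 0.220 with an estimated correlation), as did the lipid genes Elovl6 (-2.10), Scd1 (-1.43), Lss (-1.28) and Fasn (-1.17). Interferon-stimulated genes Gbp3 (-1.81), Gbp2 (to under the dim-probe limit) and Parp14 (-1.40) fell (adjusted p = 0.00871, and 0.174 with an estimated correlation), while the chemokine receptor gene Cxcr4 (1.97 ± 0.35), Ltb (1.14 ± 0.12) and the death regulators Bcl2l11 (1.69 ± 0.17) and Birc3 (1.32) rose.
In USFKD 7d IR the chaperone genes Sdf2l1 (-2.81 ± 0.32), Creld2 (-2.50), Hyou1 (-2.32) and Hsp90b1 (-2.18) stood lowest within the protein folding list (12 of 26 down, camera adjusted p = 1.86e-04, and 0.125 with an estimated correlation). Gpx1 (-1.86 ± 0.19), Gclc (-1.77) and Txnrd1 (-1.68) stood lower within the oxidative stress list (adjusted p = 4.36e-07, and 0.146 with an estimated correlation), and in class I presentation Psmb10 (-2.13 ± 0.29), Pdia3 (-1.60), Erap1 (-1.43) and H2-Q4 (-1.06) stood lower, 9 of 13 in all (adjusted p = 2.94e-07, and 0.134 with an estimated correlation). In limma no gene named here had an adjusted p above 0.00380.
Against sshRNA no IR, 7571 clusters were higher and 3171 lower in sshRNA 7d IR (10742), and 6804 higher and 3324 lower in USFKD 7d IR (10128). Of the increases 4520 and 4237 carry no gene symbol. Centring on bright clusters, shifts of -0.24 and -0.26, gave 4035 and 5629 for sshRNA and 3820 and 5924 for USFKD, and quantile normalization gave 4022 and 5333, and 4207 and 5243. The same thresholds called 1680 and 1686 of the 6732 control rows, and 1207 of the 5222 negative control rows (23.1%) were called higher in sshRNA 7d IR. That is a larger share than the 7571 of 65956 transcript clusters. A call of an increase at 7 days therefore does not by itself show that a transcript rose.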

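Compared with USFKD no IR, genes changed in both directions in USFKD 7d IR cells. Cxcr4, the receptor that holds B cells in bone marrow and germinal centre niches, rose most (3.51 ± 0.35, limma adjusted p = 1.60e-05), followed by Scarna17, Klhl24 (2.75 ± 0.29), Neil1 (2.33), ND6 (2.27), Serpinb6b (2.26), Rgs1 (2.22) and Anxa10 (2.21). Btg1 (1.72 ± 0.15) and Mxi1 (1.21 ± 0.12), which restrain proliferation, and the NF-kB family gene Bcl3 (1.02) rose. Tuba4a (-2.77 ± 0.28), Tubb4b (-2.45 ± 0.30), the lysosomal Pld4 (-2.59 ± 0.12), Tlr9 (-2.24), which senses DNA, Ripk3 (-2.18) and Sting1 (-2.12) fell. Class II genes fell further between no IR and 7d IR, among them H2-DMb2 (-1.86), H2-Ab1 (-1.45), H2-DMb1 (-1.27) and H2-DMa (-1.23), with 9 of 17 down (camera adjusted p = 1.00e-07, and 0.125 with an estimated correlation). Among B cell receptor signalling genes Inpp5d (-1.24), Cd79a (-1.21) and Plcg2 (-1.13) fell, 10 of 29 down (adjusted p = 1.15e-04, and 0.246 with an estimated correlation). The chaperone genes Hsp90b1 (-1.62) and Calr (-1.22) fell with 10 of 26 on the protein folding list (adjusted p = 0.00167, and 0.174 with an estimated correlation), and Gpx1 (-1.12) and Hmox1 (-0.99) with 6 of 18 on the oxidative stress list (adjusted p = 0.00125, and 0.288 with an estimated correlation).
In all 4811 clusters rose and 1756 fell (6567), 3011 of the increases without a gene symbol. Centring on bright clusters, a shift of -0.20, gave 2737 and 3358. Control rows called numbered 1057, and 727 of the 5222 negative control rows (13.9%) were among the increases. This share too is larger than that of transcript clusters, 4811 of 65956.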

Of 2962 genes upregulated in sshRNA 7d IR and 3184 upregulated in USFKD 7d IR relative to sshRNA no IR, only 1421 genes were shared between the two (S2C Fig). Likewise, of the 2092 genes downregulated in sshRNA 7d IR cells and 1851 genes downregulated in USFKD 7d IR, only 1063 were shared between the two cell lines (S2D Fig). 

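Shared increases at 7 days included the base excision gene Neil1 (1.66 in sshRNA and 2.05 in USFKD cells, both against sshRNA no IR), the damage recognition gene Ddb2 (1.59 and 1.54), the antiproliferative Btg1 (1.65 and 2.11) and the ribosomal protein gene Rps20 (1.18 and 1.32), each called in both lines by limma. The macrophage-associated Cd68 (1.79 ± 0.20), the NF-kB subunit gene Rel and Kdm5a (1.51 ± 0.10) stood higher in USFKD 7d IR than in sshRNA no IR. Of 7571 increases in sshRNA 7d IR and 6804 in USFKD 7d IR, 4322 were shared, which is 57.1% of the first and 63.5% of the second, against 781 for independent lists. The shared sshRNA no IR arrays cannot account for all of it, because 3401 were shared when each line was compared with its own untreated arrays (552 for independent lists), 44.9% and 70.7% of the lists. The number depends on the scaling of the arrays: against sshRNA no IR 2329 increases were shared after centring on bright clusters, 3062 with cyclic loess and 2466 with quantile normalization. The higher readings of negative control rows on the 7-day arrays of both lines may add to the shared increases.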

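Several genes were lower in both lines at 7 days than in sshRNA no IR. Among them were the elongase gene Elovl6 (-2.56 in USFKD cells), the transcription factor gene Ebf1 (-1.86 in sshRNA) and the guanylate-binding protein gene Gbp2 (under the dim-probe limit at 7 days). The chromatin remodelling gene Smarcb1 (-1.18 in sshRNA and -1.71 in USFKD cells) and the lamina gene Lmnb1 (-0.98 and -1.16) were others. Elovl6 and Ebf1 were already lower in untreated USFKD cells, and the change of Ebf1 from no IR to 7d IR differed between the lines. In USFKD 7d IR the oxidase gene Cybb (-3.37 ± 0.20), the B cell coactivator gene Pou2af1 (-2.30 ± 0.18) and the receptor gene Cd79a (-2.16 ± 0.22) also stood lower than in sshRNA no IR, which for Cybb was so without irradiation (-3.17), with no change called between USFKD no IR and 7d IR (-0.20, adjusted p = 0.565). Of 3171 and 3324 decreases 2007 were shared, 63.3% of the sshRNA and 60.4% of the USFKD list (160 for independent lists), and 62 clusters were called in opposite directions. With each line against its own untreated arrays 1341 were shared (84.4 for independent lists), 42.3% and 76.4% of the lists, and 11 were opposite. Against sshRNA no IR the shared decreases rose with other scaling, to 3845 after centring on bright clusters, 2618 with cyclic loess and 3461 with quantile normalization.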

The scope of USF’s involvement in transcriptional responses seven days after IR is further underscored when the USFKD 7d IR expression pattern is compared with that of USFKD no IR: 93% and 64% of the upregulated and downregulated DEG transcripts respectively in USFKD are only observed in the 7d IR cells.

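The cell cycle inhibitor Btg2 (2.22 ± 0.18), Mxi1 (1.31) and the lysosomal membrane gene Lamp1 (1.37) were among the genes higher in USFKD 7d IR than in sshRNA no IR, and the proton pump subunit gene Atp6ap1 (-1.70 ± 0.17) and Fanca (-1.05 ± 0.12) among those lower, with a highest limma adjusted p of 1.41e-05 (Fanca). Of the 6804 increases 5913 (86.9%) were not called in the same direction in USFKD no IR, and of the 3324 decreases 2025 (60.9%), together 7938 of 10128 (78.4%). The remainder, 891 increases and 1299 decreases, was called in the same direction in both contrasts, which share the sshRNA no IR arrays, and 32 clusters were called in opposite directions. Independent lists would share 126 and 86.3. The log2 fold changes of these contrasts correlated at r = 0.644 over clusters with a covariance of 0.0974, and simulated arrays without effects gave 0.499 and 0.0134. A cluster that is not called without irradiation may still differ there, since the thresholds leave out small differences.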

### Gene Ontology clustering analysis

We next used GO and KEGG knowledge bases to move beyond single gene analyses and identify biological pathways enriched with DEGs in each experimental condition. Clustering analyses identified 152 distinct GO terms associated with DEGs in the study, which we grouped into 12 clusters of related biological function (Fig 2). A complete list of GO terms and DEGs associated with each cluster is provided in S2 Table. DEGs resulting from USF depletion in M12-5B3 largely clustered with immunity-related biological processes. 

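Class II antigen presentation genes were reduced in untreated USFKD cells. H2-DMb2 (-1.82 ± 0.14, limma adjusted p = 1.30e-06) and H2-DMb1 (-1.42 ± 0.15), which load peptides, and the chains H2-Eb2 (-1.34 ± 0.12) and H2-Eb1 (-1.26 ± 0.20) fell, 9 of 17 listed genes in all with 1 up (median -0.90, camera adjusted p = 1.46e-08, and 0.111 with an estimated correlation). Of 13 class I presentation genes 3 fell (median -0.30, adjusted p = 6.57e-04, and 0.246 with an estimated correlation), among them the immunoproteasome gene Psmb10 (-1.31 ± 0.29), whose adjusted p was 0.0558 without USFKD no IR replicate 1. Of 23 germinal centre B cell genes 9 fell and 0 rose (median -0.55, adjusted p = 5.81e-07, and 0.125 with an estimated correlation), including the homing receptor gene Cxcr4 (-1.73 ± 0.35) and the lineage factor gene Ebf1 (-1.51 ± 0.11). NF-kB pathway genes were higher, 6 of 19 with 1 lower (median 0.24, adjusted p = 5.17e-04, and 0.348 with an estimated correlation), for example the inhibitor gene Tnip1 (1.11 ± 0.16). B cell receptor signalling moved both ways, 8 genes up and 5 down of 29, so that its median was -0.01 (adjusted p = 0.807), with Bank1 higher (1.46 ± 0.13). The lymphotoxin genes Ltb (-1.10 ± 0.12) and Lta (-0.74) and the interferon-response gene Usp18 (to under the dim-probe limit) fell, the plasma cell factor Irf4 rose (0.89) and Derl3 fell (-1.71 ± 0.16).
Markers of other blood cells did not form a pattern, with Cd2 lower among 13 T cell genes and the macrophage genes Adgre1 and Cd68 (1.52) higher among 15 (Cd2 and Adgre1 each lay under the dim-probe limit in 1 line; adjusted p = 0.734 and 0.133 for the lists). None of 12 erythroid, fibroblast and epithelial markers was called.

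**Figure D2:**
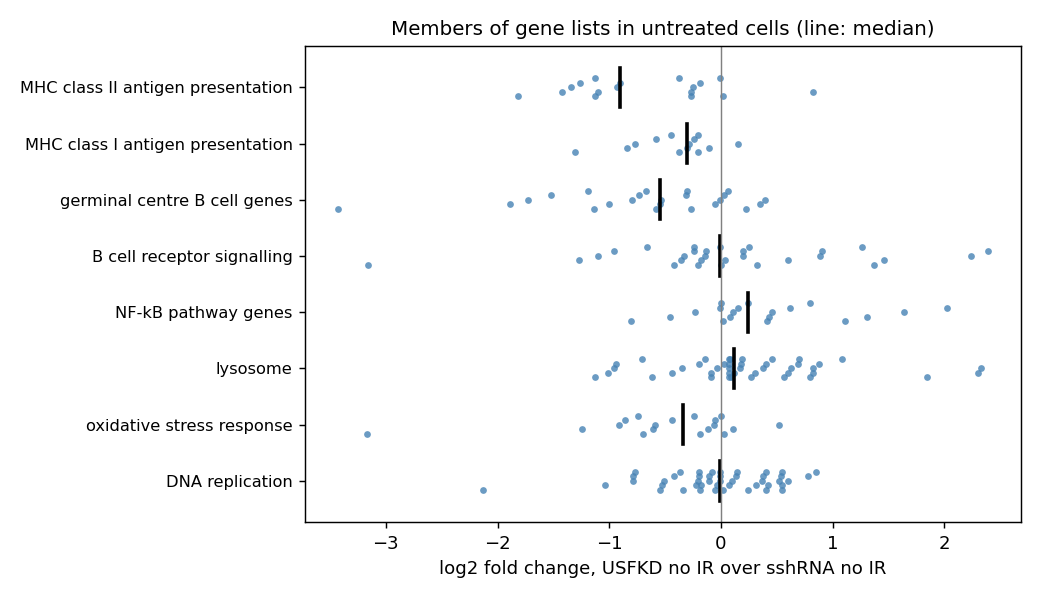
Log2 fold change of USFKD no IR over sshRNA no IR (x axis) for the measured members of 8 gene lists (y axis), 1 point per gene and a black line at each median. The class II median lies at -0.90, the germinal centre median at -0.55 and the NF-kB median at 0.24.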

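Class II genes stayed low in USFKD cells after irradiation. At 1 day H2-DMb2 (-1.88 ± 0.14), H2-DMb1 (-1.49 ± 0.15), H2-Eb2 (-1.15) and the protease gene Ctss (-1.14) lay below sshRNA no IR, 9 of 17 genes down (median -0.82, camera adjusted p = 4.49e-06, and 0.166 with an estimated correlation). At 7 days H2-DMb2 (-3.68 ± 0.14), H2-DMb1 (-2.69 ± 0.15), H2-Ab1 (-2.58) and H2-Eb1 (-2.38) were lower still, 11 of 17 down (median -1.11, adjusted p = 2.20e-10, and 0.111 with an estimated correlation). Every one of these genes had a limma adjusted p of 2.36e-05 or less. Germinal centre genes were down at 1 day (Cxcr4 -1.57, Ebf1 -1.41, median -0.27, adjusted p = 0.00282, and 0.291 with an estimated correlation) and at 7 days (median -0.54, adjusted p = 2.61e-04, and 0.206 with an estimated correlation). Cxcr4 itself went the other way at 7 days and stood above sshRNA no IR. NF-kB pathway genes were up at 1 day, led by Nfkbid (2.03), Nfkbia (1.91), Cd83 and Tnip1 (1.43), with a median of 0.47 (adjusted p = 4.29e-06, and 0.230 with an estimated correlation). At 7 days the NF-kB list had 7 genes up and 1 down (adjusted p = 0.0281, and 0.516 with an estimated correlation, or 0.0534 at the preset value without USFKD 7d IR replicate 1). Of the S2 Table gene sets, which the study chose on these samples and which are therefore not independent evidence, "regulation of B cell activation" from the untreated contrast had 6 of 7 genes down without irradiation (adjusted p = 2.15e-08, and 0.00181 with an estimated correlation) and 6 at 7 days (adjusted p = 5.21e-09, and 0.00179 with an estimated correlation).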

Irrespective of treatment, DEGs associated with immune functions (clusters IV, V, X, and XI) including MHC II-dependent antigen processing and presentation (cluster XI), antigen receptor production (cluster IV), and lymphocyte differentiation (cluster V), were enriched in USF-depleted cells. 

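Gene sets taken from S2 Table were followed through the other contrasts; they were chosen on these samples, so their calls are not independent evidence in the contrast they came from or in others that share its arrays. The set "regulation of lymphocyte proliferation", 8 genes from the untreated contrast, had 7 lower and 1 higher in USFKD no IR (median -1.42, camera adjusted p = 3.22e-09, and 0.00139 with an estimated correlation). In USFKD 7d IR against sshRNA no IR 7 of them were lower (median -1.48, adjusted p = 4.14e-09, and 0.00139 with an estimated correlation), and in sshRNA 7d IR also 7 (median -0.80, adjusted p = 1.39e-07, and 0.00181 with an estimated correlation). For "peptidyl-tyrosine phosphorylation", 6 genes, the corresponding medians were -1.29 without irradiation (adjusted p = 3.23e-09, and 0.00139 with an estimated correlation) and -1.93 in USFKD 7d IR (adjusted p = 2.58e-07, and 0.00195 with an estimated correlation). The set "macromolecular complex assembly", 18 genes from USFKD 7d IR against USFKD no IR, had 15 lower there (median -1.29, adjusted p = 5.67e-14, and 0.0159 with an estimated correlation). In sshRNA 7d IR 14 of these genes were lower (median -1.25, adjusted p = 6.36e-10, and 0.0377 with an estimated correlation), and between the untreated cell lines 3 were lower and 2 higher (adjusted p = 0.0985, and 0.542 with an estimated correlation).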

DEGs associated with proliferation of immune cells and protein phosphorylation (cluster I) were only enriched in untreated USFKD cells, while DEGs associated with the assembly of large multiprotein or macromolecular complexes (cluster VI) were only enriched in USFKD samples seven days after IR treatment. TopGO allowed us to look at the biological processes associated with DEGs in the USFKD 7d IR samples relative to the sshRNA 7d IR samples (Table 1). 

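At 7 days the lipocalin genes Obp2a (3.43) and Lcn10 (3.02 ± 0.22), the lysosomal peptidase gene Tpp1 (3.37 ± 0.15), Bank1 (3.35 ± 0.13), Commd4, the fatty acid receptor gene Cd36, Adh7 (2.48) and Fcgr2b (2.45) were among the highest in USFKD over sshRNA cells. Ermn and Adgre1 were higher too, from levels under the dim-probe limit in sshRNA cells, and their sizes are not given. Among the lowest were Zc3h12d (-3.60), Ctse (-3.50 ± 0.17), Cybb (-3.29 ± 0.20), Klhl6 (-3.24), Sh2d1b1 (-3.23), Reg4 (-3.18), Map3k15 (-3.13), Parm1 (-3.13) and Cd69 (-3.00), with Usf2 itself among them. The highest limma adjusted p in this group was 1.07e-05 (Cd69). The lipid genes Scd1 (2.31 ± 0.18) and Hmgcs1 (1.57 ± 0.19) stood higher, with 5 of 22 on their list up and 0 down (camera adjusted p = 3.74e-04, and 0.472 with an estimated correlation). The G1 list stood higher through Cdkn1b (1.89 ± 0.12), Btg2 (1.52) and Ccng1 (1.25) (adjusted p = 0.00177, and 0.206 with an estimated correlation), and the lysosome list had 9 of 43 genes up and 5 down (adjusted p = 3.73e-04, and 0.330 with an estimated correlation). Among folding and stress genes Derl1 (-1.56), Herpud1 (-1.45) and Trib3 (-1.22) stood lower, and among excision repair genes Msh6 stood higher (1.29). Among 6732 control rows 539 were called, a larger share than among the 65956 clusters. In all 1844 clusters were higher and 2406 lower (4250), and the count was 2279 when only these 6 arrays were fitted. Of these, 503 increases and 745 decreases were also called between the untreated lines, a contrast with no array in common, against 34.2 and 62.5 for independent lists, and 19 were opposite.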

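Both arms of antigen presentation stood lower in USFKD 7d IR than in sshRNA 7d IR cells. For class II these were H2-Eb1 (-2.82 ± 0.20), H2-Aa (-1.92 ± 0.16), H2-DMb2 (-2.17) and H2-Ab1 (-1.64), with 9 of 17 genes down (median -0.61, camera adjusted p = 4.02e-05, and 0.192 with an estimated correlation). Class I lost B2m (-1.70 ± 0.24), which every class I molecule needs, H2-D1 (-1.56 ± 0.16) and H2-K1 (-1.41), 5 of 13 down (median -0.46, adjusted p = 1.46e-04, and 0.206 with an estimated correlation). The cytokine genes Ltb (-1.92 ± 0.12), Tnf (-1.29 ± 0.19) and Lta (-1.08) stood lower, and Il6st higher (0.80), without a shift of the 26 listed cytokine genes (adjusted p = 0.242). Germinal centre regulators Pou2af1 (-1.42), Irf8 (-1.38) and Icosl (-1.55) stood lower, but they were picked by size and do not stand for their list. Over that list the change from no IR to 7d IR was higher in USFKD than in sshRNA cells (median difference 0.53). Irf4, which drives plasma cell fate, stood higher (1.44 ± 0.16). In NF-kB signalling Bcl3 (1.44) and Nfkbid (1.34) were higher and Traf1 (-1.23) lower. B cell receptor genes were shifted upward, 8 up and 4 down of 29 (Blnk 2.09, adjusted p = 0.00398, and 0.362 with an estimated correlation), a call lost without USFKD 7d IR replicate 1 (adjusted p = 0.0635). The limma adjusted p of the genes named was at most 3.74e-04 (Tnf).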

The top 20 annotated GO terms were each very strongly associated with immune-specific biological functions such as antigen processing and presentation, cytokine production, kinase activity, and lymphocyte proliferations, activation and maturation. Similar results were obtained using KEGG pathway enrichment analysis but are more focused on disease-specific pathways (S3 Table). To gain an initial sense of the potentiality for USF knockdown directly or indirectly affecting expression of the identified DEGs, we screened the promoter regions (−300 bp to +50 bp) of DEGs in the USFKD 7d IR vs sshRNA no IR contrast for stringent binding motifs of 8, 10, and 12 nucleotides using Hypergeometric Optimization of Motif EnRichment (HOMER) (S4 Table). USF1 and USF2 motifs were significantly enriched in DEG promoter regions relative to background, as were the motifs for other bHLH transcription factors. Binding motifs for ETS family members ETS1, PU.1, and SpiB were also enriched. There is no evidence suggesting USF regulates expression of these factors. In contrast, each is extensively involved in many of the biological functions identified in Table 1.

**Table 1:** TopGO annotation of biological processes affected by USF knockdown.

GO ID	GO Term	Genes Annotated	Genes Significant	Expected	P-value
GO:0002478	Antigen processing and presentation of exogenous peptide antigen	33	13	0.98	4.6e-12
GO:0002503	Peptide antigen assembly with MHC class II protein complex	11	8	0.33	9.4e-11
GO:0050670	Regulation of lymphocyte proliferation	264	31	7.81	1.9e-09
GO:1902679	Negative regulation of RNA biosynthetic process	1317	78	38.98	7.0e-09
GO:0031343	Positive regulation of cell killing	106	17	3.14	1.7e-08
GO:0002709	Regulation of T cell mediated immunity	120	18	3.55	5.7e-08
GO:0030183	B cell differentiation	157	19	4.65	5.3e-07
GO:0009617	Response to bacterium	964	58	28.53	8.8e-07
GO:0002428	Antigen processing and presentation of peptide antigen via MHC	37	9	1.09	1.1e-06
GO:0050864	Regulation of B cell activation	147	20	4.35	1.5e-06
GO:0032609	Type II interferon production	144	17	4.26	1.5e-06
GO:0002467	Germinal center formation	16	6	0.47	4.4e-06
GO:0002486	Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-independent	35	8	1.04	7.1e-06
GO:0002767	Immune response-inhibiting cell surface receptor signaling pathway	6	4	0.18	1.1e-05
GO:0071901	Negative regulation of protein serine/threonine kinase activity	90	12	2.66	1.5e-05
GO:0007040	Lysosome organization	107	13	3.17	1.9e-05
GO:0002923	Regulation of humoral immune response mediated by circulating immunoglobulin	20	6	0.59	1.9e-05
GO:0032653	Regulation of interleukin-10 production	65	10	1.92	2.2e-05
GO:0043405	Regulation of MAP kinase activity	159	16	4.71	2.4e-05
GO:0001819	Positive regulation of cytokine production	543	38	16.07	3.1e-05

**Fig 2:**
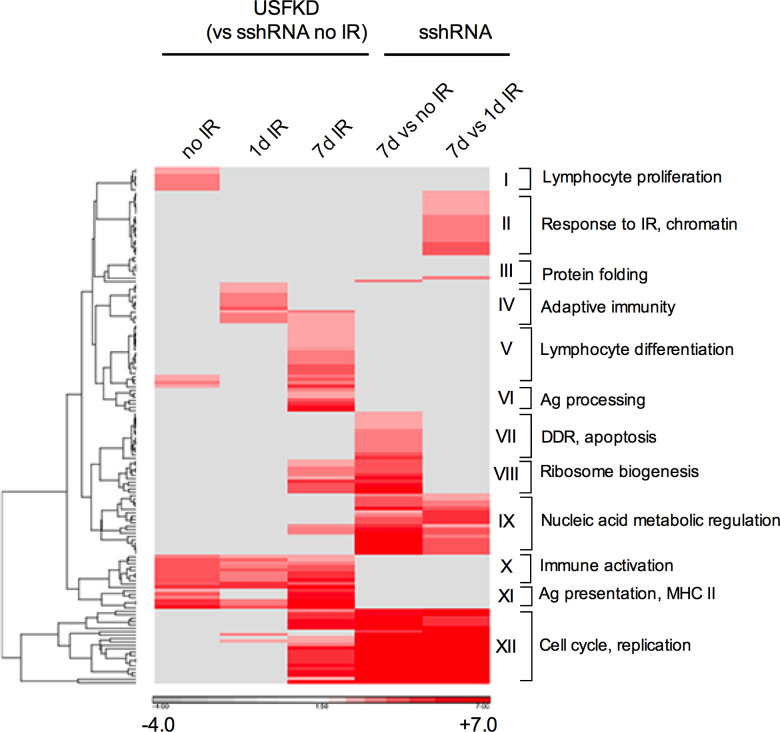
Heat map of the clustering among the enriched Gene Ontology biological processes terms annotated to the DEGs. Heatmap representation of the clustering of 152 Gene Ontology (GO) biological process (BP) terms enriched (FDR < 0.05) by the statistically significant DEG transcripts in each of the indicated contrasts. The data represents the –log10 p-value of each BP term from the functional enrichment Fisher Exact Test. Missing values were imputed as 0 (−log base 10(1), i.e., p-value = 1). Euclidean distance as the dissimilarity metric and average linkage grouping were used for clustering the BPs in rows. Twelve enrichment clusters are each labeled with the BP that best represents the biological theme associated with the enriched GO terms. Darker red coloring signifies greater enrichment, while grey represents no enrichment.

Whereas USF depletion altered the expression levels of immune-related genes, it also impaired the differential expression of genes associated with DDR seven days into IR recovery. 

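By 7 days after irradiation genes of several DNA repair routes were lower in both cell lines, each against its own untreated cells. In sshRNA cells the resolvase gene Gen1 (-2.14 ± 0.13), Xrcc3 (-1.88 ± 0.19), the exonuclease gene Exo1 (-1.11 ± 0.10) and Rad54l (-1.05 ± 0.15) led 7 of 19 homologous recombination genes that fell, with 0 rising (median -0.43, camera adjusted p = 2.16e-08, and 0.111 with an estimated correlation). In USFKD cells Xrcc3 (-1.56 ± 0.19), Gen1 (-1.23 ± 0.13), Rad54l and Dna2 (-0.78) were among 5 that fell (median -0.38, adjusted p = 9.64e-08, and 0.111 with an estimated correlation). For the Fanconi anaemia pathway 5 of 14 genes fell in sshRNA cells (Fanca -1.11, Fanci -1.10, Fancd2 -0.97, adjusted p = 5.31e-05, and 0.125 with an estimated correlation) and 5 in USFKD cells (Fanca -1.35, Fancd2 -0.83, adjusted p = 8.91e-04, and 0.174 with an estimated correlation). Of 22 checkpoint genes 9 fell in sshRNA cells, among them Clspn (-1.31), Rnf168 (-1.14) and the kinase gene Chek1 (-0.85), and 6 in USFKD cells, among them Rad9a (-1.21) and Clspn (-1.14), where Abraxas1 rose (0.80). The checkpoint list passed in both lines (adjusted p = 0.00177, and 0.174 with an estimated correlation for sshRNA, adjusted p = 0.00205, and 0.174 with an estimated correlation for USFKD), but not without dim genes (0.101 and 0.0541). Among excision repair genes Ercc3 fell in both lines (-1.44 and -0.91), Parp2 fell in sshRNA (-0.74) and Neil1 rose in both lines (1.66 and 2.33). In limma the adjusted p of these gene changes was at most 0.00376.
Direct tests of the difference between the lines called 2 of 19 homologous recombination and 1 of 22 checkpoint genes. These were Gen1 (0.91 ± 0.18, adjusted p = 0.0193), Exo1 (0.63 ± 0.14, adjusted p = 0.0277) and the ubiquitin ligase gene Rnf168 (1.01 ± 0.17, adjusted p = 0.00893). With only the arrays compared the calls of Gen1 (adjusted p = 0.0660) and Exo1 (0.0657) were lost, and that of Rnf168 held under every alternative run. Over the homologous recombination list the median difference was 0.04 (adjusted p = 0.0146, and 0.331 with an estimated correlation), and the preset value was 0.275 with cyclic loess. At 7 days itself the list stood higher in USFKD than in sshRNA cells (Brca1 1.26 ± 0.08, Gen1 1.39 ± 0.13, Xrcc3 1.26, median 0.50, adjusted p = 1.66e-11, and 0.111 with an estimated correlation).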

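S2 Table gene sets on radiation, double-strand breaks, chromatin and apoptosis were traced in both lines, each against its own untreated cells. They were picked by the study on these samples and give no independent evidence. The 9 genes of "double-strand break repair" were picked in sshRNA 7d IR, where 8 were lower (median -0.87, camera adjusted p = 1.10e-08, and 0.00191 with an estimated correlation). In USFKD 7d IR 3 were called lower (median -0.53, adjusted p = 4.54e-06, and 0.00384 with an estimated correlation), and the responses differed by a median of 0.28 (adjusted p = 7.56e-05, and 0.00688 with an estimated correlation). The 8 genes of "response to ionizing radiation", picked between sshRNA 7d IR and 1d IR, were lower in 8 cases in sshRNA (median -1.11, adjusted p = 9.52e-09, and 0.00433 with an estimated correlation) and in 4 in USFKD cells (median -0.58, adjusted p = 5.25e-06, and 0.0117 with an estimated correlation). Their difference in response had a median of 0.66 with 4 genes called (adjusted p = 6.02e-06, and 0.0121 with an estimated correlation). For the 23 genes of "chromatin modification" 19 were lower in sshRNA and 11 in USFKD cells, medians -1.01 and -0.57.
Lists fixed beforehand were traced as well. Of 48 chromatin modifiers 8 fell and 1 rose in sshRNA cells (Uhrf1 -1.54 ± 0.14, Hdac1 -1.50 ± 0.11, Dnmt1 -1.18, adjusted p = 1.90e-04, and 0.376 with an estimated correlation), and 7 fell and 3 rose in USFKD cells (Uhrf1 -1.08, Hdac1 -1.07, Dnmt1 -1.14, Kdm5b 0.96, adjusted p = 0.00583, and 0.486 with an estimated correlation). Without dim genes the preset values for chromatin modifiers were 0.0708 and 0.127. Of 31 apoptosis genes 3 rose and 7 fell in sshRNA cells, the caspase gene Casp8 (-1.18 ± 0.24) and its adaptor gene Fadd (-0.96 ± 0.17) among the latter, and 2 rose and 0 fell in USFKD cells, with Bcl2l11 higher in both lines (1.69 and 1.68). That list did not pass in either line (adjusted p = 0.105 and 0.381). The p53 target genes did not pass either (adjusted p = 0.887 and 0.571), with Gadd45a higher in sshRNA, Plk3 lower in USFKD cells and Btg2 higher in both lines (0.70 ± 0.18 and 1.22 ± 0.18).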

GO associated with response to ionizing radiation and DNA damage (II and VII), DSB repair (II), chromatin regulation (II), and apoptosis (VII) were enriched in sshRNA 7d IR but were not detected in USFKD 7d IR cells (Fig 2). Both sshRNA and USFKD cells were enriched seven days after IR for GO terms associated with mRNA and rRNA processing, intracellular transport and ribosome biogenesis (VIII and IX), as well as multiple terms associated with cell cycle progression, mitosis and DNA replication (XII). 

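Mitosis and DNA replication genes fell in both lines 7 days after irradiation, each against its own untreated cells. In sshRNA cells the kinase gene Plk1 (-2.21 ± 0.26), the kinesin gene Kif20a (-1.75 ± 0.13) and Cenpe (-1.97 ± 0.19) fell with 21 of 36 mitosis genes (median -0.70, camera adjusted p = 7.68e-14, and 0.125 with an estimated correlation), and in USFKD cells Mki67 (-1.82 ± 0.14), Cenpe (-1.76 ± 0.19), Cdc20 (-1.76) and Kif20a (-1.37) with 18 (median -0.59, adjusted p = 2.47e-18, and 0.111 with an estimated correlation). Replication lost Rrm2 (-2.53), Mcm5 (-1.73), Mcm3 (-1.55) and Pole2 (-1.52) in sshRNA, 20 of 45 genes (adjusted p = 9.57e-12, and 0.134 with an estimated correlation), and Mcm2 (-1.79), Rrm2 (-1.72) and Pola2 (-1.48) in USFKD cells, 16 genes (adjusted p = 5.57e-11, and 0.146 with an estimated correlation). Splicing factor genes fell, 18 of 37 in sshRNA (Hnrnpm -1.90, Sf3a2 -1.86, U2af2 -1.68, Sf3b3 -1.68, adjusted p = 1.03e-10, and 0.111 with an estimated correlation) and 13 in USFKD cells (U2af2 -1.67, Hnrnpm -1.57, Srsf2 -1.12, adjusted p = 2.32e-10, and 0.111 with an estimated correlation). Ribosome biogenesis genes fell, 19 of 44 in sshRNA (Noc4l -1.49, Imp4 -1.43, adjusted p = 1.53e-09, and 0.276 with an estimated correlation) and 13 in USFKD cells (Bop1 -1.30, Noc4l -1.27, adjusted p = 1.78e-06, and 0.362 with an estimated correlation), while the polymerase subunit gene Polr1c rose in both (USFKD 1.16). Cytosolic ribosomal protein genes rose instead, 15 of 20 in sshRNA (Rpl22 1.01, median 0.69, adjusted p = 2.16e-08, and 0.174 with an estimated correlation) and 4 in USFKD cells (Rpl35 0.99, Rps20 0.87, median 0.29, adjusted p = 1.88e-05, and 0.249 with an estimated correlation). The highest limma adjusted p among the named genes was 0.00180. On the same 7-day arrays the hybridization spikes read higher by 0.57 to 0.97 and the negative control rows rose, so absolute shifts between time points carry that difference between arrays.

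**Figure D3:**
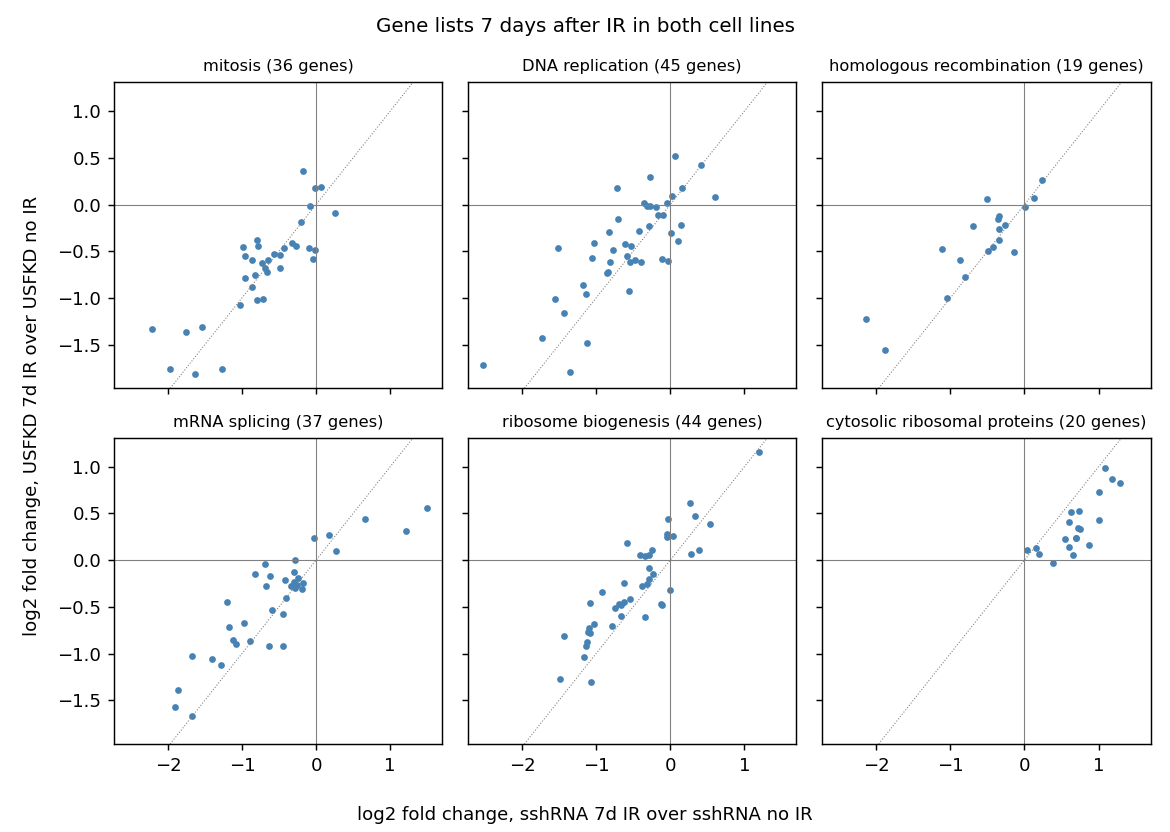
Log2 fold change at 7 days over untreated cells in sshRNA (x axis) and in USFKD cells (y axis), 1 point per gene, for 6 gene lists, with a dotted line where both are equal. Mitosis genes have medians of -0.70 and -0.59 and ribosomal protein genes of 0.69 and 0.29 in sshRNA and USFKD cells.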

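In untreated USFKD cells the paper reports a limited set of DEG transcripts. For 1 day after irradiation it reports none against USFKD no IR and proposes that radiation accentuated differences already caused by USF removal. It then counts many DEG transcripts at 7 days that the cell lines do not share, and finds GO terms on DNA damage in sshRNA 7d IR that it does not detect in USFKD 7d IR. In the values retraced here, 6000 of the 10742 sshRNA 7d IR transcripts were not called in the same direction in USFKD 7d IR against USFKD no IR, and for 793 of these 6000 the difference in response was itself called. In the other direction 1825 of the 6567 USFKD transcripts were not called in the same direction in sshRNA cells, with 139 called for a difference. Of all 1366 called differences 990 lay among the sshRNA 7d IR transcripts. These 990 include the interferon-stimulated Gbp3 (0.82 ± 0.15, adjusted p = 0.0110) and Parp14 (0.73 ± 0.10, adjusted p = 0.00353), the cathepsin gene Ctse (1.28 ± 0.24, adjusted p = 0.0138) and the lysosomal Pld4 (-1.35 ± 0.17, adjusted p = 0.00173), though for Gbp3 and Pld4 the low level of 1 line limits the fall it can show. The paper also reports topGO and KEGG terms between the irradiated lines, GO terms enriched in both lines, and USF motifs enriched in promoters. Taking its findings together, it proposes a need for USF in the days after genotoxic stress.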

Taken together, these findings suggest that USF activity is required in M12-5B3 to regulate many genes involved in multi-day responses to genotoxic stress.

USF proteins direct the repression or activation of numerous tissue-specific genes. Indeed, USF1 regulation of genes associated with antigen presentation and recognition was also observed in *Usf1*^*-/-*^ mice [51]. To investigate the broad impact of USF depletion on lymphocyte-specific functions, we surveyed the DEGs enriched in our GO analyses. Of the 25 genes that showed the largest increase (Table 2) or decrease in expression after USF

**Table 2:** Top 25 annotated genes upregulated in USFKD.

RefSeq	Gene Symbol	Annotation	Fold-Change	p-Value
NM_153558	Obp2a	Odorant binding protein 2A	6.07	1.79E-11
NM_178036	Lcn10	Lipocalin 10	4.41	4.09E-10
NM_009645	Aicda	Activation-induced cytidine deaminase	3.47	3.83E-11
NM_010130	Emr1	EGF-like module-containing mucin-like hormone receptor-like 1	3.09	1.00E-11
NM_008976	Ptpn14	Protein tyrosine phosphatase non-receptor type 14	2.73	2.89E-11
NM_031843	Dpp7	Dipeptidylpeptidase 7	2.65	1.73E-09
NM_170758	Cd300a	CD300A antigen	2.61	2.03E-08
NM_001166835	Vmn1r79	Vomeronasal 1 receptor 79	2.60	1.72E-05
NM_009627	Adm	Adrenomedullin	2.52	3.27E-07
NM_178440	Myo1g	Myosin IG	2.49	1.72E-08
NM_007549	Blk	B lymphoid kinase	2.48	1.25E-06
NM_001167539	Vmn1r238	Vomeronasal 1 receptor 238	2.47	3.97E-05
NM_001167534	Vmn1r2	Vomeronasal 1 receptor 2	2.39	2.04E-05
NM_009626	Adh7	Alcohol dehydrogenase 7 (class IV) mu or sigma polypeptide	2.36	1.15E-07
NM_008528	Blnk	B cell linker	2.36	1.96E-07
NM_009906	Tpp1	Tripeptidyl peptidase I	2.28	2.62E-09
NM_172142	Nfkbid	Nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor delta	2.26	6.71E-09
NM_001111026	Runx1t1	Runt-related transcription factor 1; translocated to, 1 (cyclin D-related)	2.26	3.62E-08
NM_001136062	Eno3	Enolase 3, beta muscle	2.25	7.57E-10
NM_172600	Tmem260	Transmembrane protein 260	2.23	4.82E-09
NM_008634	Map1b	Microtubule-associated protein 1B	2.19	1.60E-07
NM_001164563	Amigo2	Adhesion molecule with Ig like domain 2	2.15	6.28E-08
NM_153175	Gimap6	GTPase, IMAP family member 6	2.15	2.58E-08
NM_001033308	Themis2	Thymocyte selection associated family member 2	2.10	1.79E-07
NM_178911	Pld4	Phospholipase D family, member 4	2.09	2.01E-09

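The genes that rose most in untreated USFKD cells came from several families. Obp2a (4.17 ± 0.16, limma adjusted p = 6.13e-10) and Lcn10 (4.03 ± 0.22, adjusted p = 3.61e-08), both secreted lipid carriers, were highest. Others were the hormone gene Adm (2.53 ± 0.21), Myo1g (2.33 ± 0.17), the peptidase gene Dpp7 (2.33 ± 0.15), the enolase gene Eno3 (2.28 ± 0.13), the phosphatase gene Ptpn14 (2.11), Adh7 (2.07) and Runx1t1 (2.02). Themis2, a B cell signalling adaptor (1.82), the lymphocyte GTPase gene Gimap6 (1.58), Tmem260 (1.70), Map1b (1.59), Amigo2 (1.36) and the pheromone receptor genes Vmn1r79 (1.73), Vmn1r238 (1.83) and Vmn1r2 (1.74) rose as well. Dpp7, Lcn10 and Obp2a lie near each other on chromosome 2, and most genes between them were not called, such as Npdc1 (0.14) and Traf2 (0.10), while Ajm1 was called higher from a level under the dim-probe limit. Leaving aside Npdc1, Traf2 and Ajm1, the highest adjusted p among these 17 genes was 4.00e-04 (Vmn1r79). The study drew its table from these samples, so the calls are not independent evidence.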

Genes differentially up-regulated in untreated USFKD cells over sshRNA controls.

knockdown (Table 3), multiple play essential roles in lymphocyte development, maintenance, and function. Activation induced cytidine deaminase (AID) directs SHM and CSR activities in germinal center B cells. The *Aicda* gene was overexpressed in USFKD cells, as were *Dpp7* (which encodes a proline dipeptidase that facilitates apoptotic resistance of resting lymphocytes), *Myo1g* (which encodes a hematopoietic cell-specific myosin), *Cd300a* (which encodes the CD300A inhibitory immune receptor), and the genes for B lymphoid kinase (*Blk*) and B cell linker (*Blnk*) that mediate Ig signaling, suggesting a role for USF in limiting their

**Table 3:** Top 25 annotated genes downregulated in USFKD.

RefSeq	Gene Symbol	Annotation	Fold-Change	p-Value
NM_013563	Il2rg	Interleukin 2 receptor, gamma chain	−2.85	1.03E-07
NM_001166397	Armcx2	Armadillo repeat containing, X-linked 2	−2.86	2.60E-13
NM_001081079	Ogfrl1	Opioid growth factor receptor-like 1	−2.92	1.54E-10
NM_009514	Vpreb3	Pre-B lymphocyte gene 3	−2.96	1.18E-08
NM_001081084	Cubn	Cubilin (intrinsic factor-cobalamin receptor)	−2.99	1.40E-10
NM_001168693	Endou	Endonuclease, polyU-specific	−3.09	9.26E-13
NM_183264	Tespa1	Thymocyte expressed, positive selection associated 1	−3.11	1.43E-10
ENSMUST00000082422	mt-Tt	Mitochondrially encoded tRNA threonine	−3.16	3.00E-04
NM_001177767	Rex2	Reduced expression 2	−3.19	1.85E-09
NM_145562	Parm1	Prostate androgen-regulated mucin-like protein 1	−3.25	1.74E-11
NM_001114383	Luzp4	Leucine zipper protein 4	−3.26	2.01E-08
NM_016972	Slc7a8	Solute carrier family 7 (cationic amino acid transporter, y + sys	−3.68	1.60E-11
NM_007807	Cybb	Cytochrome b-245, beta polypeptide	−3.68	4.88E-09
ENSMUST00000082400	mt-Tc	Mitochondrially encoded tRNA cysteine	−3.77	1.43E-05
NM_153171	Rgs13	Regulator of G-protein signaling 13	−4.00	3.95E-09
NM_183390	Klhl6	Kelch-like 6	−4.12	1.47E-11
NM_001163085	Map3k15	Mitogen-activated protein kinase kinase kinase 15	−4.18	6.19E-11
NM_019791	Maged1	Melanoma antigen, family D, 1	−4.20	2.58E-12
NM_146234	Mmgt1	Membrane magnesium transporter 1	−4.22	8.76E-12
NM_007979	F9	Coagulation factor IX	−4.34	2.46E-12
NM_172785	Zc3h12d	Zinc finger CCCH type containing 12D	−4.58	7.29E-12
ENSMUST00000082401	mt-Ty	Mitochondrially encoded tRNA tyrosine	−5.07	2.32E-05
NM_011845	Mid2	Midline 2	−5.08	7.80E-12
NM_007799	Ctse	Cathepsin E	−6.05	1.43E-11
NM_012009	Sh2d1b1	SH2 domain protein 1B1	−8.04	1.11E-13

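The largest losses in untreated USFKD cells were spread over signalling, transport and lymphocyte genes. Among them were Sh2d1b1, an adaptor of lymphocyte activation receptors (-4.32 ± 0.16, limma adjusted p = 4.96e-10), the transporter gene Slc7a8 (-3.20 ± 0.11), the ubiquitin ligase gene Mid2 (-3.19 ± 0.12), the phagocyte oxidase gene Cybb (-3.17 ± 0.20), Parm1 (-3.00 ± 0.11), Map3k15 (-2.91 ± 0.12), the pre-B cell gene Vpreb3 (-2.90), Endou (-2.78) and the clotting factor gene F9 (-2.78). Rex2 (-2.40), Armcx2 (-2.36), Luzp4 (-2.25), Ogfrl1 (-2.17), Tespa1 (-2.08) and Cubn (-2.01) fell too. Cybb, Mid2, Map3k15, F9, Armcx2 and Luzp4 lie on the X chromosome, whose genes were shifted by -0.14 between the lines against all genes (-0.33 with genes matched by Entrez ID alone), far less than the losses of these genes. The highest adjusted p was 1.48e-06 (Luzp4), and the list was drawn by the study from these samples. Over both of its tables 44 genes could be analysed, and 44 were called here in the direction the table gives.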

Genes differentially down-regulated in untreated USFKD cells over sshRNA controls.

expression. Conversely, USF knockdown reduced expression of genes encoding interleukin 2 common gamma chain (*Il2rg*), kelch-like 6 (*Klhl6*), regulator of G-protein signaling 13 (*Rgs13*) and Transformed Follicular Lymphoma protein (*Zc3h12d*).

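Klhl6, needed for germinal centre formation, Rgs13, which limits chemokine signalling in germinal centre B cells, and Zc3h12d, which degrades inflammatory mRNAs, were low in USFKD cells in every comparison with sshRNA cells. Without irradiation Klhl6 differed by -3.16 ± 0.12 (limma adjusted p = 7.83e-10), Rgs13 by -3.43 ± 0.21 (adjusted p = 8.69e-08) and Zc3h12d by -3.96 ± 0.16 (adjusted p = 1.12e-09). One day after irradiation the differences from sshRNA no IR were -3.22, -3.32 and -4.16, and after 7 days -2.95, -2.21 and -3.25. Against sshRNA 7d IR they were -3.24 ± 0.12, -1.69 ± 0.21 and -3.60 ± 0.16, with adjusted p at or below 7.31e-05 (Rgs13). In USFKD cells 7 days after irradiation Rgs13 rose against its own untreated level (1.22 ± 0.21, adjusted p = 8.04e-04).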

### RT-qPCR validation of transcriptomic data

We used RT-qPCR to measure expression levels in separate biological replicates of untreated and seven days post-IR sshRNA and USFKD cells, targeting a panel of genes that were identified as differentially expressed by microarray and associated with B cell activation and/or cancer. 

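On the arrays the genes of the panel moved as follows without irradiation. In USFKD cells 6 rose, namely Blnk (2.39 ± 0.22) and Blk (2.24 ± 0.24), which relay B cell receptor signals, the inhibitory receptor gene Cd300a (2.26 ± 0.18), the NF-kB inhibitors Nfkbid (2.02 ± 0.13) and Nfkbia (1.64 ± 0.16), and the cell cycle inhibitor Cdkn1b (1.60 ± 0.12). The genes that fell were the aspartic protease gene Ctse (-4.78 ± 0.17), Maged1 (-3.19 ± 0.11), the costimulatory ligand gene Icosl (-1.89 ± 0.20), the kinase gene Btk (-1.27 ± 0.09) and the adhesion gene Icam2 (-0.99 ± 0.11). The limma adjusted p of these 11 genes was at most 2.89e-05 (Icam2). The panel was chosen from these arrays, so that its count, 6 up and 5 down of 11, is not independent evidence. Maged1 and Btk lie on the X chromosome.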

In each case, we were able to recapitulate the directionality of altered gene expression in USFKD cells relative to sshRNA no IR controls (Fig 3), while increased sensitivity of the qPCR revealed a greater magnitude of differential expression between USF-depleted and control cells than was evident in the microarray. For example, while microarray showed that the immunomodulatory *Foxj1* transcription factor gene was expressed in USFKD no IR and USFKD 7d IR cells at 1.58- and 2.17-fold above sshRNA no IR control, respectively, qPCR indicated increased expression levels of 5.28 ± 0.51 and 17.80 ± 3.24, (Fig 3A). qPCR revealed similar increases in the expression of *Aicda* (10.81 ± 1.69 and 12.21 ± 0.08), *Cd300a* (11.71 ± 0.62 and 9.41 ± 1.25)*, Blnk,* (5.54 ± 0.37 and 6.40 ± 1.98) and *Nfkbid* (7.68 ± 0.90 and 3.56 ± 0.10), which encodes IκBNS. qPCR showed decreases in the expression of *Il2rg* (−2.56 ± 0.40 and −8.21 ± 1.21) and the Cathepsin E gene *Ctse* (−6.14 ± 0.11 and −12.41 ± 2.97).

**Fig 3:**
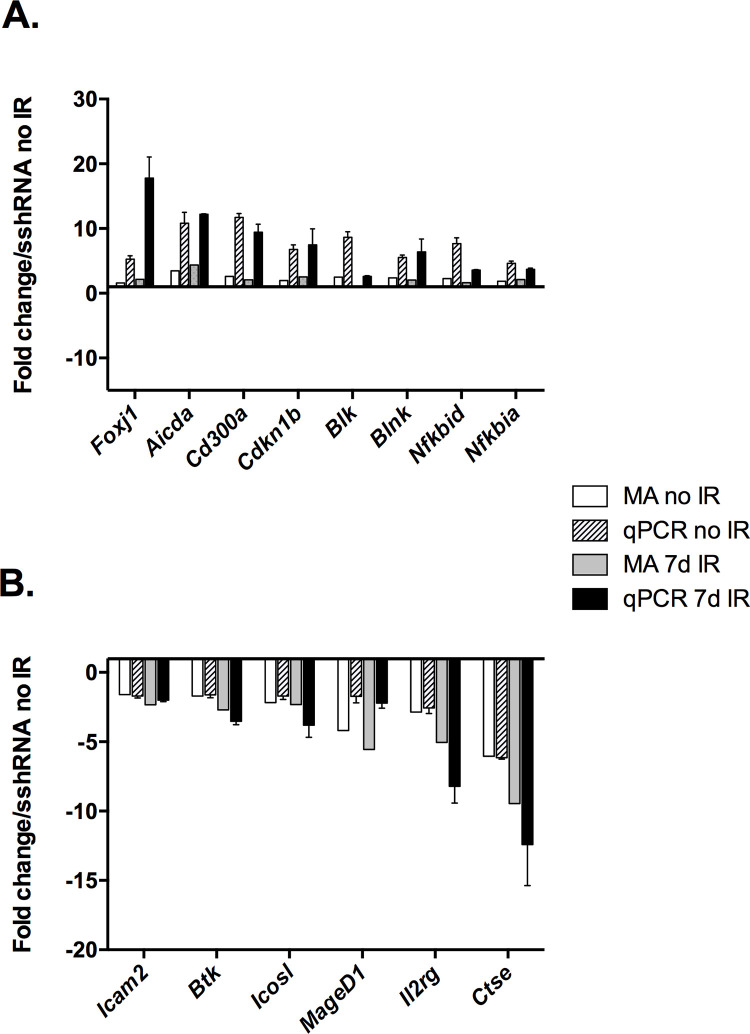
Quantitative PCR (qPCR) validation of microarray findings. A panel of genes indicated by microarray (MA) as differentially expressed in USFKD relative to sshRNA were analyzed by RT-qPCR. Bars for microarray data represent average fold change in the indicated samples relative to sshRNA no IR. Bars for RT-qPCR represent average fold increase (A) or decrease (B) in expression (±SD, n = 3) of the indicated genes in USFKD no IR or USFKD 7dIR relative to sshRNA no IR. Relative RT-qPCR signals were calculated by ΔΔC_T_ and then normalized to β-actin loading controls. Values shown are representative of two independent experiments.

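At 7 days all 11 analysed panel genes still differed between USFKD 7d IR and sshRNA no IR. Cdkn1b (2.32 ± 0.12), Blnk (2.13 ± 0.22), Nfkbia (2.04 ± 0.16), Cd300a (1.74), Nfkbid (1.18) and Blk (0.98) were higher, and Ctse (-5.78 ± 0.17), Maged1 (-3.71 ± 0.11), Btk (-2.31 ± 0.09), Icosl (-1.99) and Icam2 (-1.62) lower, with a highest limma adjusted p of 0.00719 (Blk). Measured against USFKD no IR instead, Blk (-1.27 ± 0.24), Btk (-1.04 ± 0.09), Ctse, Nfkbid (-0.84 ± 0.13) and Icam2 (-0.63) fell and Cdkn1b (0.72 ± 0.12) rose, while Blnk (-0.26, adjusted p = 0.462) and Icosl (-0.10, adjusted p = 0.794) did not pass, nor did Cd300a, Nfkbia and Maged1. In sshRNA cells the 7-day samples had more Nfkbia (1.53 ± 0.16) and less Ctse (-2.28 ± 0.17), Btk (-1.30), Maged1 (-1.29) and Icam2 (-1.01) than untreated cells. These genes were picked from the arrays, and no independent evidence follows from their number.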

The genes screened by qPCR were selected based on their relevance to humoral immunity and their altered expression upon USF depletion prior to irradiation. When we used qPCR to compare expression levels in the control and knockdown cells seven days after IR (Fig 4), we found that differential expression of *Aicda, Cd300a, Cdkn1b, Blnk, Nfkbid, Blk* and *Icosl* was largely restricted to USFKD when both sshRNA and USFKD 7d IR samples were normalized to sshRNA no IR. Quantitative PCR showed increased expression of *Aicda* and *Cd300a*, and reduced expression of *Il2rg* and *Ctse* exclusively in USFKD 7d IR, relative to sshRNA 7d IR. To determine if irradiation further impacted immune-related gene expression beyond USF depletion, we next normalized USFKD 7d IR levels to USFKD no IR (Fig 4B). Irradiation had little impact on expression of the selected genes, suggesting that USF depletion was primarily responsible for their differential expression.

**Fig 4:**
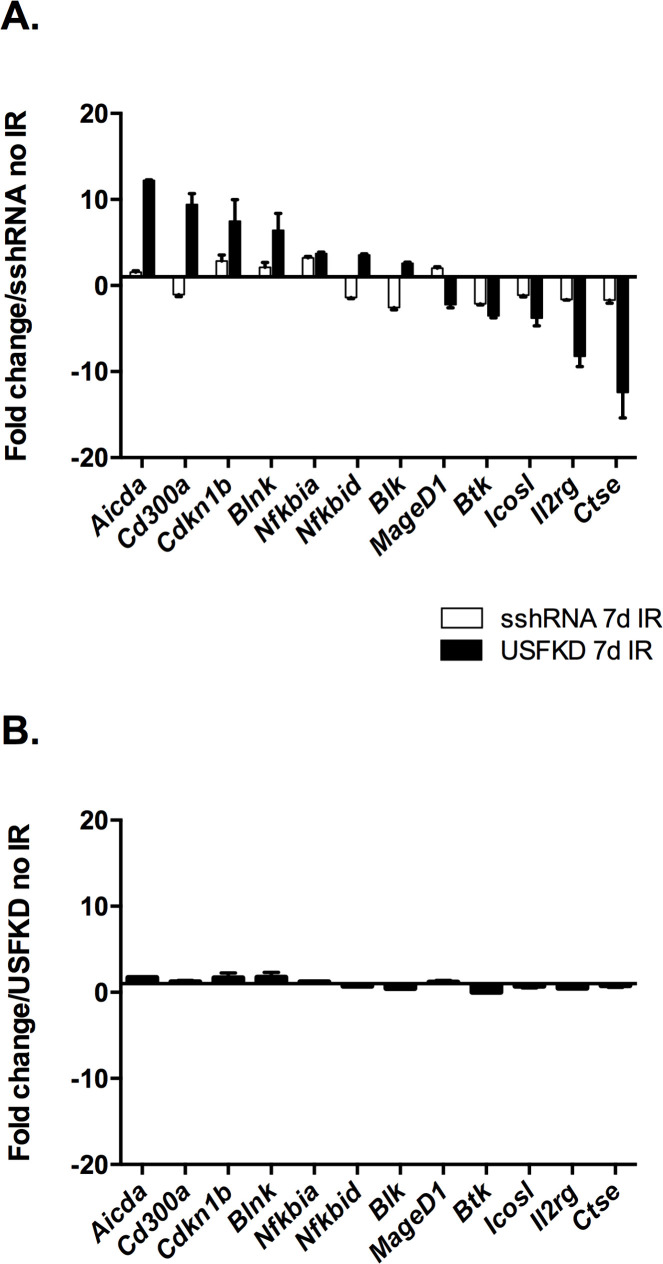
USF knockdown alters expression of immune-related genes. RT-qPCR was used to compare the expression of select DEGs in USFKD and sshRNA 7d IR cultures that were also altered in USFKD no IR. Bars represent average fold change in expression (±SD, n = 3) of the indicated genes in sshRNA 7d IR (white) and USFKD 7d IR cells (black) relative to levels in sshRNA no IR (A) or USFKD no IR (B). qPCR signals for each 7d IR sample were calculated by ΔΔC_T_ relative to the appropriate no IR control, normalized to β-actin controls and are representative of two independent experiments.

Although USF binds DNA primarily as a heteromeric assembly of USF1 and USF2, homomers of either USF1 or USF2 can at least partially compensate for loss of the other protein [29]. Given that most genes identified as differentially expressed in USFKD cells have not previously been identified as either direct or indirect USF target genes, we compared gene expression in untreated USFKD cells with that in untreated cells singly depleted of either USF1 or USF2 (Fig 5). With the exceptions of *Btk* and *Maged1*, depleting both USF1 and USF2 resulted in a greater impact on target gene expression than depleting either USF alone. Expression of *Aicda, Cd300a* and *Nfkbid* genes was more strongly upregulated after USF2 depletion than after USF1 depletion, perhaps due to reduced expression of USF1 in USF2KD cells (Fig 1A). Conversely, expression of *Blk* and *Il2rg* was more significantly affected by depleting USF1. Differences in the expression of *Cdkn1b, Foxj1 and Nfkbia* between USF2KD and USF1KD cells were negligible. Together, these data agree with previous findings that USF transcriptional activity is generally mediated by heteromeric assemblies of USF1 and USF2, though each USF can partially compensate for loss of the other [28,30].

**Fig 5:**
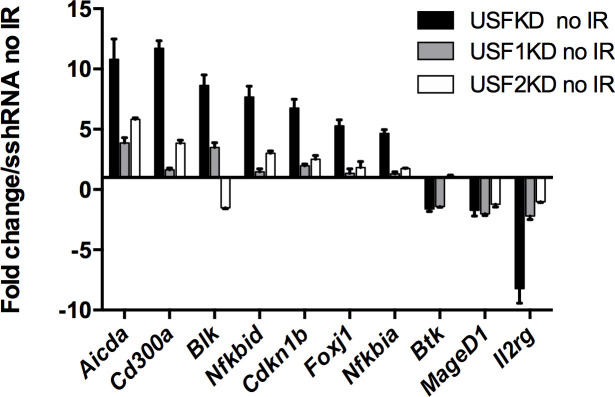
USF *trans-*activating function is only partially impaired when only one USF protein is depleted. RT-qPCR was used to contrast the impact on gene expression of simultaneously targeting USF1 and USF2 (black bars), with targeting either USF1 (USF1KD, grey bars) or USF2 (USF2KD, white bars) alone. Bars represent average fold change in expression (±SD, n = 3) of the indicated genes in untreated USFKD, USF1KD and USF2KD cells relative to levels in untreated sshRNA. Relative qPCR signals were calculated by ΔΔC_T_ and normalized to β-actin controls and are representative of two independent experiments.

## Discussion

In this study we have demonstrated that USF regulates prolonged p53-independent transcriptional responses to DNA damage. USF1 and USF2 were among the first mammalian transcription factors identified. USF activity is modulated at multiple levels by a series of stress responsive kinases, and USF dysregulation, both gain and loss, has been linked to numerous cancer types [2,11–17]. We previously showed that DNA-PK signaling of USF1 can persist in lymphocyte cultures long after DNA damaging events [31]. To map the scope of USF involvement in the DNA damage response we characterized the transcriptional profile of M12-5B3 cells depleted of USF1 and USF2 before, one day after, and one week after their exposure to sublethal ionizing radiation. M12 cells carry a loss of function point mutation in the DNA binding domain of p53 [34], allowing us to focus on p53-independent transcriptional responses to IR. Although knockdown of the USF proteins alone was sufficient to alter expression of several hundred genes in M12-5B3, the scope of differential expression expanded roughly ten-fold when cells were stressed by irradiation and allowed to recover for one week. Very few of these DEGs have been previously reported as USF targets, though ChIP-seq studies have suggested USF binds over 2400 human genes [16,28]. The profile of observed DEGs further suggests that USF regulates a number of lymphocyte-specific transcriptional programs, but also that loss of USF dysregulates the transcriptional responsiveness to genotoxic stress.

Lymphocytes must pass through distinct developmental stages that involve the production and resolution of double stranded DNA breaks in their antigen receptor genes. Lymphocyte tolerance for such double-stranded breaks (DSBs) depends upon several factors including the tightly regulated expression of enzymes that drive V(D)J recombination, somatic hypermutation, and class-switch recombination, the antigen receptor gene-delimited scope of DSB production, and the efficiency of DNA repair mechanisms. At the same time, these transient physiological DNA breaks, signaling through ATM and DNA-PK regulate the expression of genes that counteract aspects of DNA damage response (DDR)-like pro-apoptotic responses, as well as many genes independent of the canonical DDR but essential for lymphocyte development [52,53]. Our findings here, together with our previous results demonstrate that USF proteins contribute to the lymphocyte DNA damage response through their regulation of diverse gene targets that include both DNA repair pathways and lymphocyte development and activation pathways.

USF1 and USF2 have independently been linked to the DDR. In addition to DSB-dependent phosphorylation of USF1 by DNA-PK, UVB radiation signals p38-MAPK phosphorylation of USF1 [26,31,32]. Indeed, loss of USF1 or its p38-mediated phosphorylation impairs the UVB DNA damage response in skin cells [8]. USF2 was independently identified as a transcriptional regulator of the DDR. Irradiation of USF2-deficient cells showed RNA-seq profiles consistent with weakened DDR and increased senescence [54]. Consistent with roles for both USFs in the DDR, we find that loss of either USF was sufficient to alter expression of multiple genes including *Nfkbia* and *Cdkn1b*. Likewise, expression of genes critical to lymphocyte development or function like *Aicda, Blk, Btk,* and *Il2rg* was altered in both USF1KD and USF2KD cells, though double knockdowns consistently showed a larger change in gene expression than either single knockdown. The impact of USF depletion on genes like *Aicda, Cdkn1b,* and *Il2rg* was present even before cells were irradiated, suggesting that USF may normally limit the responsiveness of some genes. In contrast, the restriction of other DEGs to sshRNA 7d IR suggests that for those genes USF is required for IR responsiveness.

Our findings illustrate two aspects of the USF-dependent DNA damage response: persistence of its impact on the genome days after DNA damage, and the scope of its involvement in regulating lymphocyte-specific gene expression. USF is pleiotropic, functioning as a chromatin insulator, a recruitment hub for other transcriptional elements, and a classical bHLH transcription factor to activate or repress a wide array of genes including multiple transcription factors [16,22,31,32,51,55]. Given this diverse functionality and regulation of other transcription factors, the broad scope of DEGs seen in USFKD cells seven days into IR recovery is not surprising. The ability of USF to function as both a chromatin insulator and a hub for recruitment of other transcriptional elements to a particular promoter might suggest that the persistent muting of DSB transcriptional responses in USFKD cells seven days after IR reflects a stable nonresponsive epigenetic structure in the absence of USF at those genes. However, our previous analysis of USF1-mediated repression control at the *Tcrb* gene suggests an alternative explanation. In that study, repeated induction of V(D)J recombinase in thymocyte cultures led to loss of USF1 binding at the 5’Dβ2 promoter that persisted for weeks to months in culture and was only restored by inhibition of DNA-PK [31]. Persistent stressors like unresolved DSBs impinge on protein phosphorylation/dephosphorylation cascades, dysregulating cell signaling particularly in transformed cells [56]. Indeed, sustained loss of USF function has been reported in multiple tumor types [4–8,10]. Studies of human ovarian cancer and murine *Helicobacter pylori* driven gastric cancer both showed cytoplasmic localization of USF1 [5,10]. In PC-3 human prostate cancer cells, HDAC inhibition blocked the nuclear accumulation of USF1 induced by ionizing radiation, leading to downregulation of USF1 target genes [57]. Further studies are needed to fully understand the influence of persistent stress on USF function and its contribution to pathologies such as the development and treatment resistance of cancer.

USF depletion from M12-5B3 led to significant changes in the expression of genes like *Klhl6, Aicda, Dpp7* and *Cd300a* that have been associated with B cell function and oncogenic pathology, but not associated with USF regulation [58–61]. Proline dipeptidase 2, the product of *Dpp7*, contributes to survival of resting B cells, while KLHL6 and CD300a are both involved in B cell activation and AID drives immunoglobulin somatic hypermutation and class-switch recombination programs in the germinal center after B cell activation. Given the diversity of DEGs identified in this study, we expect that USF depletion in other tissues would similarly enrich for DEGs specific to that tissue. Regardless, our findings are consistent with multiple studies have identified USF regulation of immune genes, particularly those associated with immune cell development and function [16,31,62–66].

## Conclusion

In conclusion, our findings support a role for USF in the prolonged transcriptional response of B lymphoma cells to DNA damage. In cells depleted of both USF1 and USF2, genes associated with B cell development and function, including *Aicda, Cd300a, Blk* and *Il2rg*, are dysregulated even in the absence of DNA damage. However, one week after exposure to IR, USF-depleted cells show expanded dysregulation of immune-related genes, while the transcriptional response of genes associated with DNA repair, chromatin regulation and apoptosis is impaired, suggesting that prolonged removal of USF activity may compromise aspects of the protective DNA damage response. Future studies will be necessary to unravel the complex interplay between the USFs, their regulatory kinases, and their target genes, and to define their contributions to lymphocyte activity and pathology.

## Supporting information

S1 Fig Raw images. Uncropped and unprocessed films of western blots for USF1 (A) and Sp1 and USF2 (B). To create the final figure for Fig 1A, the images were adjusted to grayscale, lane 1 (molecular weight markers) and lane 6 (unrelated mouse T cell line) were cropped out, relevant protein band region was selected, and contrast was minimally adjusted for clarity.
(TIF)

S2 Fig Gene expression response to USF depletion and IR. (A and B) Venn diagrams of DEG transcripts that exhibited >1.50-fold increase (A) or >1.50-fold decrease (B) in expression in either USFKD no IR or USFKD 7d IR cells relative to sshRNA no IR. Numbers of DEG transcripts present only in untreated samples (green circles), 7d IR samples (salmon circles) or in both (overlap region) are indicated (C and D) Venn diagrams of genes that exhibited >1.50-fold increase (C) or >1.50-fold decrease (D) in expression in USFKD 7d IR and sshRNA 7d IR relative to sshRNA no IR controls. Numbers of DEG transcripts present only in sshRNA 7d IR samples (green circles), USFKD 7d IR samples (salmon circles) or in both 7d IR samples (overlap region) are indicated.
(TIF)

S1 Table Oligonucleotides used in this study.

S2 Table GO terms and DEGs associated with twelve biological processes clusters.

S3 Table KEGG pathway enrichment analysis.

S4 Table HOMER DNA motif enrichment analysis.

## Abbreviations

USF: Upstream stimulatory factor
RNAi: RNA interference
IR: ionizing radiation
shRNA: short-hairpinned RNA
sshRNA: scrambled short-hairpinned RNA M12-5B3 control cell line
USFKD: USF1/USF2 double knockdown M12-5B3 cell line
FDR: false discovery rate
DEG: differentially expressed gene.

# Supplementary material for: Knockdown of USF1 and USF2 drives prolonged changes in the gene expression response of M12-5B3 cells to DNA damage
**Source:** PLoS One. 2025 Jul 14;20(7):e0328438. doi: 10.1371/journal.pone.0328438
**Supplement:** S1 Table

| **S1 Table: Oligonucleotides used in this study.** | | |
| --- | --- | --- |
| **Primer** | **Sequence 5' to 3'** | |
| *USF1-targeting shRNAs* | | |
| USF1shR1 F | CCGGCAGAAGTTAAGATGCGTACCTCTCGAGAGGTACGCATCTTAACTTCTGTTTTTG | |
| USF1shR1 R | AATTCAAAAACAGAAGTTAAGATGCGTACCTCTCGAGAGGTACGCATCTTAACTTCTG | |
| USF1shR2 F | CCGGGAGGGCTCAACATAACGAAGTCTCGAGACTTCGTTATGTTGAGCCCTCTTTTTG | |
| USF1shR2 R | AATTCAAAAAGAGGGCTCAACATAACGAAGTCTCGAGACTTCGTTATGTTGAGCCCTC | |
| *qPCR Primers* | | |
| Aicda F | | ΑCACCTCCTGCTCACTGGACT |
| Aicda R | | GGTCCAGGTCCCAGTCTGA |
| Cdkn1b F | | TTGGACCAAATGCCTGACTC |
| Cdkn1b R | | GGGAACCGTCTGAAACATTTTC |
| Nfkbid F | | TCTTTCCCATTCTCTGCTTCTG |
| Nfkbid R | | AGGGAAGGCTCAGGATACAG |
| Blk F | | TCTGTTTGACTATGCCGCTG |
| Blk R | | CATAACCTTCTCTTCCTGTGACG |
| Cd300a F | | CAGGACCAACACTAGAGACAC |
| Cd300a R | | CAGGAGAGCTAACACAGACAA |
| Blnk F | | GAGGATGAGGCTGATTATGTGG |
| Blnk R | | GTGCTTTGAGGAACTGTTTGG |
| Ctse F | | TCGCAGTCCGACACATACAC |
| Ctse R | | CATCCACAGTCAACCCTTCC |
| Icosi F | | AGCCACAGAGTTAGTCAAGATC |
| Icosi R | | CATGCAGGTGTAGGTACGTTC |
| Nfkbia F | | AGGAGTACGAGCAAATGGTG |
| Nfkbia R | | CGGCTTCTCTTCGTGGATG |
| Foxj1 F | | CCATCTACAAGTGGATCACGG |
| Foxj1 R | | TGTTCAAGGACAGGTTGTGG |
| Icam2 F | | TGGAGAACAGGAATGGAAGC |
| Icam2 R | | TCGGTTGTGGAGATTGGTG |
| Irak1 F | | AGACTTTGCTGGCTACTGTG |
| Irak1 R | | AAGAATGTCCAGTCGTTGAGG |
| Btk F | | TGGAGAACAGGAATGGAAGC |
| Btk R | | TCGGTTGTGGAGATTGGTG |
| MageD1 F | | AGGAAACAGCGAAGGGATTG |
| MageD1 R | | CTGTCTTCAACAGAGGCCT |
| Il2rg F | | ACGGTACACATTTCGGGTTC |
| Il2rg R | | CAGCTTCCAGTGCAAACAAG |

How the deposited data were processed for this re-analysis (not part of the article)

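Gene expression was measured in M12-5B3 mouse B lymphoma cells with a scrambled shRNA (sshRNA) or with shRNAs against Usf1 and Usf2 (USFKD), each without irradiation and 1 and 7 days after 5 Gy, on 18 Affymetrix Mouse Transcriptome 1.0 arrays (3 per group). The values deposited by the authors are log2 intensities that the authors made from the scans by robust multi-array averaging (RMA), which adjusts for background, normalizes quantiles between arrays and takes the logarithm to base 2. The submitters' notes name Affymetrix Expression Console and RMA without versions, and the paper names RMA and Partek Genomics Suite with a 3-way ANOVA. In 1339 of the 72688 rows a value lies above 16, so the exact path from scanner signal to value is open, and log2 differences are reported on the deposited scale. No rescaling, filter or further normalization was applied for the values given at the claims. All 18 columns were used.

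The arrays carry 65956 transcript clusters and 6732 control rows, of which 5222 are negative and 1324 positive controls. Clusters with 1 symbol (30604) were matched to a RefSeq table of assembly GRCm38.p6 by Entrez ID (22818) or, failing that, by symbol (7476), with 827 symbols brought up to date. The match by symbol was added after a first look at the chromosome result with Entrez matches only. Where a gene has several clusters, the brightest was used in gene lists, which left 30142 genes. Genes were called dim below a log2 value of 4.66, the 95th percentile of 1717 olfactory and vomeronasal receptor genes, and 17035 genes lie above it.

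One model with a mean for each of the 6 groups was fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for tables), with 12 residual degrees of freedom and a prior of 2.65 added by its variance moderation. All 72688 rows entered the fit and the Benjamini-Hochberg adjustment within each contrast, and transcript clusters at an adjusted p under 0.05 and a fold change over 1.5 were counted, with control rows counted apart. The contrasts were the 9 pairwise comparisons between groups and the differences between cell lines in the response at 1 and at 7 days. On simulated arrays with the real means and spread, the fit recovered 100% of changes of -2, 88% of -1, 82% of 1 and 100% of 2 on the log2 scale for the comparison of USFKD no IR with sshRNA no IR, with 7 false calls among 72688 rows. For the difference in response at 7 days it recovered 96%, 60%, 54% and 96%. The simulated noise was independent between rows and arrays, without differences in background between arrays. The 7 false calls therefore do not estimate false calls on the real arrays. There, 101 of 5222 negative control rows were called higher and 11 lower in USFKD no IR against sshRNA no IR. For arrays, their number limits the precision.

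Gene lists, 34 with 890 genes of which 747 were measured, cover antigen presentation by MHC class I and II, B cell receptor signalling, germinal centre and plasma cell genes, NF-kB, cytokines, interferon-stimulated genes, DNA repair routes, checkpoint, p53 targets, apoptosis, chromatin, replication, mitosis, G1 regulators, ribosome biogenesis, ribosomal proteins, splicing, protein folding, lysosome, lipid synthesis, oxidative stress, senescence, bHLH and ETS factors, mitochondrial transcripts, markers of other cell types and the qPCR panel. They were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01 and again with a correlation estimated from the arrays, and adjusted over 374 tests. GO gene sets were read from S2 Table, where 84 of 297 cells are shortened and were not used, and the other 213 were tested in the same way. For the difference in response at 7 days, a later test put the residuals of a fit with cell line and radiation effects only into 100 orders over the 12 arrays. Shared calls were compared with independent lists and with 20 simulated data sets without effects that use the same controls.

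Genes are named by a rule set beforehand: every gene the paper names in its Results text, Tables 2 and 3 and Figs 3 to 5, with Usf1 and Usf2; for each contrast up to 10 largest increases and 10 largest decreases among called genes with 1 symbol and no overlap between the replicates of the groups; and for each list up to 4 called members with the largest change. The values of Tables 2 and 3 had been read before the rule was written. Of 59 genes named by the paper 51 have a cluster of their own, and the others, such as Foxj1, are not analysed here. Npdc1, Traf2 and Ajm1 near Obp2a, and the genes H2-Ab1 to H2-Ea of a run of neighbours, were chosen after their values were seen.

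Alternatives set beforehand were cyclic loess, centring on bright clusters, a filter on dim probes, array weights, a variance trend, no moderation, only the arrays compared, adjustment over all contrasts, clusters with 1 gene symbol only, the mean of all clusters of a gene, a replicate block, all named genes for chromosomes, and leaving out each array. Others were added later: quantile normalization, control rows left out, a matched fold threshold, the 7-day arrays left out, log2 fold changes centred by chromosome, and Entrez matches only. A search for E-box motifs in promoters was not run, since no genome sequence was used here. The qPCR, Western blot and motif experiments of the paper are not analysed here.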

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

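Among the tests below, those of chance with the effects of cell line and radiation removed, of hybridization or background and of a lower mRNA share at 7 days, and those of a few strongly lower X-linked genes and of a radiation response of the X chromosome, were chosen only after the result was seen. The median shift of the X chromosome had also been seen before the test by windows was set, but not the share of windows.

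Between no IR and 7d IR, 1366 transcript clusters changed differently in the cell lines by the interaction term of the limma model. Of these, 759 had a higher and 607 a lower change in USFKD than in sshRNA cells. Of 100 splits of the IR labels within each cell line, 10 called as many (highest other split 19331), but these splits leave the radiation effect of each line in the data and decide nothing. With the effects of cell line and radiation removed, 1 of 100 orders of the residual arrays, the real one, called as many (highest other 1), which argues against chance. In 93 of the higher and 121 of the lower ones, a fall as large as in the other line would lead under the dim-probe limit. Differences of the higher kind can thus be partly fixed by low levels. Many of the 121, such as Olfr1155 (0.92 in sshRNA and -0.12 in USFKD cells), were dim in untreated sshRNA cells and rose there, so a limited fall does not account for them. Pld4, which fell in both lines, is an exception. For whole gene lists the difference in response had a median of -0.35 over cytosolic ribosomal proteins (adjusted p = 5.52e-06) and 0.53 over germinal centre B cell genes (1.35e-05), and these calls held under every alternative normalization, model and array left out, but not with an estimated correlation (0.220 and 0.170). Smaller differences passed for ribosome biogenesis (0.22, 5.06e-04), B cell receptor signalling (0.15, 0.00318), DNA replication (0.13, 0.00884), chromatin modifiers (0.09, 0.0102), homologous recombination (0.04, 0.0146), mRNA splicing (0.09, 0.0160), G1 and quiescence regulators (0.12, 0.0425), plasma cell genes (0.15, 0.0430), the Fanconi anaemia pathway (0.11, 0.0457) and interferon-stimulated genes (0.03, 0.0475). The interferon list no longer passed without USFKD 7d IR replicate 2 (0.128) and the other 9 of these no longer passed with cyclic loess (0.0671 to 0.570), where the median for homologous recombination was -1.85e-04. With a correlation estimated from the arrays, 0 of the 12 lists passed.

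Negative control rows, which the paper does not report on, were called higher at 7 days in 1207 of 5222 cases in sshRNA and in 727 in USFKD cells, and many dim transcript clusters rose with them. The 4 hybridization spikes, added after labelling and free of cell RNA, were higher at 7 days in both cell lines, by at least 4.452 standard errors and by a mean of 0.807. The poly-A spikes, added to the total RNA, averaged 8.71 in sshRNA 7d IR against 7.76 untreated. In USFKD cells they averaged 8.48 against 7.52. The values were normalized between arrays, so a rise of hybridization spikes cannot decide on a lower share of mRNA in the RNA of 7-day cells. Under the dim-probe limit lay 37787 clusters and 1770 negative control rows. Weighted to the levels of the control rows, 3.94% of clusters were called higher in sshRNA against 9.38% of control rows. In USFKD cells it was 1.49% against 6.72% (larger ratio 0.4206). Control rows vary more (median residual SD 0.565 against 0.165), so the shares are not on equal terms and decide nothing. The median change of dim clusters was 0.18 against 0.36 for these control rows in sshRNA, and 0.10 against 0.34 in USFKD cells. As a set, dim clusters therefore did not rise beyond control rows. A difference in hybridization or background of the 7-day arrays stays open as a candidate explanation, and since all 7-day arrays share it, it is confounded with the time point. Dim clusters make up 1436 of 7571 increases in sshRNA and 497 of 4811 in USFKD cells, and of the 1207 and 727 control rows called higher 166 and 119 lay under the dim-probe limit, so the rise of control rows is not confined to dim values.

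In untreated cells, 5 chromosomes were shifted against all genes when USFKD was compared with sshRNA. The paper names single genes on these chromosomes but does not discuss a shift by chromosome. Genes of chromosome 9 had a shift of -0.15 (10 genes higher and 166 lower, adjusted p = 2.31e-05), chromosome 11 of 0.16 (165 and 34, 8.98e-08), chromosome 12 of 0.17 (82 and 12, 8.98e-08), chromosome 16 of -0.12 (8 and 84, 0.00157) and X of -0.14 (8 and 202, 2.31e-05). With an estimated correlation chromosome 12 passed (0.0177) and the other 4 did not (0.0595 to 0.307). These counts use genes matched by Entrez ID or symbol, and the match by symbol was added after the result with Entrez matches alone had been seen. With Entrez matches alone the shift was -0.33 for X, -0.24 for chromosome 9, 0.21 for 11 and 12 and -0.20 for 16, and chromosomes 3, 10 and 13 passed as well (-0.11, -0.12 and 0.09).

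For the X chromosome, a few strongly lower genes are argued against, since 67.35% of 971 genes lay under the median of all genes. The 95% interval, 64.3 to 70.3, treats genes as independent and does not measure the spread between replicates. Without the 8 higher and 202 lower called genes the shift was -0.06 instead of -0.14. The shift of -0.14 between the untreated lines cannot come from radiation, so a test of radiation had its outcome fixed there. For the shift of -0.15 between the lines at 7 days, a response to radiation is argued against. Within a cell line the shift at 7 days was -0.03466 in sshRNA and -0.02 in USFKD cells. A difference along the whole chromosome, such as a copy number difference between the lines, may lie behind the shift between the lines. It cannot be told apart from other causes. In untreated cells 88.3% of windows of 20 neighbouring genes lay under the median of all genes, and 83.4% did at 7 days. Both shares lie between the 90% set for such a difference and the 75% set against it. The pattern is not particular to X. Untreated and at 7 days, 89.0% and 89.0% of windows lay under the median on chromosome 9 and 89.9% and 93.4% on 16. On chromosome 11 only 9.0% and 8.3% did, and on 12 only 4.4% and 13.8%. An effect of the knockdown on X-linked genes is confounded with the pair of cell lines and was not tested.

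Genes called the same way in untreated cells lay next to each other more often than with permuted calls. There were 219 pairs against a mean of 76.1 in 1000 permutations (permutation p = 0.001, the smallest they can give). This is not particular to the difference between the lines. Within sshRNA cells the permutation p was also 0.001 at 1 day (73 pairs against 4.67) and at 7 days (727 against 464). The permutations moved calls over all 29830 genes, dim ones included. They cannot tell a regional change from a grouping of genes above the dim-probe limit. Repeated genes also counted separately: Rnu3b2 and Rnu3b3, in a run on chromosome 11, had the same values over their clusters (0.98 and 1.02). The longest run, 15 neighbouring genes on chromosome 5 that were all lower (median -1.33), holds Speer1 and predicted genes such as Gm5152 and Gm8879. Whether their probes share targets was not tested. The next run, H2-Ab1, H2-Aa, H2-Eb1, H2-Eb2 and H2-Ea on chromosome 17, was lower too (median -1.26).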

How the results depend on the processing

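Quantile normalization, control rows left out, the fold threshold matched to the paper's tables, the fit without the 7-day arrays, centring by chromosome and Entrez matches alone were chosen after the results were seen, and the other alternatives were set before the data were examined. Except where an alternative's construction is given, the cause was not tested.

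Over the alternatives set beforehand other than leaving out an array, 1205 of 1366 gene results, 271 of 374 gene list results and 211 of 220 chromosome results kept their direction and side of the threshold, and 137, 79 and 8 became weaker. Over the 18 arrays left out in turn it was 1209, 299 and 216, with 140, 45 and 2 weaker, and over the added alternatives 1067, 304 and 212, with 281, 55 and 0 weaker. Reversals were seen for lists in USFKD cells at 1 day against their own untreated cells. With quantile normalization the medians were -0.037 for B cell receptor signalling, -0.088 for the Fanconi anaemia pathway, -0.071 for apoptosis genes, -0.052 for the lysosome, -0.15 for the oxidative stress response and -0.10 for ribosome biogenesis. With cyclic loess they were -0.037 for the lysosome and -0.074 for ribosome biogenesis. Without USFKD 1d IR replicate 1 ribosome biogenesis was at -0.10, in a range up to 0.055 without USFKD 1d IR replicate 2.

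With clusters of 1 gene symbol only, which leaves fewer clusters to count, there were 9021 DEG transcripts over the paper's contrasts, 2894 in USFKD 1d IR, 5110 in USFKD 7d IR, 742 in sshRNA 1d IR and 5450 in sshRNA 7d IR against sshRNA no IR, 3209 in USFKD 7d IR against its own untreated cells, 4303 in sshRNA between 7 days and 1 day, and 3182 shared at 7 days (2390 with each line against its own untreated cells). With the matched threshold of 1.93-fold, stricter by construction, the same counts were 8380, 2206, 4925, 644, 4779, 2614, 2948, 2778 and 1903, with 970 in untreated USFKD cells, 1498 between the lines at 7 days and 546 for the difference in 7-day response.

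The 1-day counts moved most. For sshRNA 1d IR against sshRNA no IR, 2398 were called with array weights, 2312 with the dim-probe filter and 2158 with adjustment over all contrasts. For USFKD 1d IR against its own untreated cells, where limma called 0 (5465 at an unadjusted p under 0.05), it was 37, 19 and 746 in the same order, and 18 with control rows left out. Adjustment over all contrasts, which pools the p-values of strong and weak contrasts, also gave 346 for the difference in response at 1 day and 2520 at 7 days. With only the arrays compared, which leaves fewer residual degrees of freedom, 639 were called for the difference at 7 days and 2279 between the lines at 7 days. With the dim-probe filter 95 gene list tests passed in place of 166. Chromosome tests passed 20 times, 12 times with all named genes and 28 times with Entrez matches alone.

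Leaving out 1 array gave 16921 to 19061 DEG transcripts over the paper's contrasts, 2398 to 3084 in untreated USFKD cells, 4106 to 5428 in USFKD 1d IR, 9317 to 11056 in USFKD 7d IR and 9835 to 11126 in sshRNA 7d IR against sshRNA no IR, 5317 to 7456 in USFKD 7d IR against its own untreated cells, 3735 to 4912 between the lines at 7 days, 7536 to 8538 in sshRNA between 7 days and 1 day, 5708 to 6398 shared and 3929 to 4790 shared with own controls, 154 to 172 list tests and 18 to 22 chromosome tests. The count for sshRNA 1d IR ran from 363 to 1676: 363 without its replicate 1, 808 without its replicate 3, and 865, 581 and 683 without sshRNA no IR replicates 1, 2 and 3. USFKD 1d IR against its own untreated cells ran from 0 to 391: 391 without its replicate 2, 17 without USFKD 7d IR replicate 2 and 1 without sshRNA 1d IR replicate 2. The difference in response at 7 days ran from 588 to 1720: 761 and 588 without sshRNA no IR replicates 1 and 2, 804 without USFKD no IR replicate 3 and 865 without USFKD 7d IR replicate 2. At 1 day it stayed at 0.

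A replicate block gave 2852 DEG transcripts in untreated USFKD cells, 1412 in sshRNA 1d IR and 1190 for the difference at 7 days. Over all pairs of groups an array correlated best with the array of its own number in 18 of 45 cases, but between sshRNA no IR and sshRNA 1d IR it did in 3 of 3 (0.168 to 0.332), and so it did for 2 other pairs of groups, so a pairing of some groups is not excluded. The number of arrays and the signal over background limit the results. Positive and negative control rows were separated with an area of 0.806 to 0.826 at 7 days against 0.843 to 0.873 on the other arrays, so dim genes at 7 days are the least certain. Centring on bright clusters shifted log2 fold changes by -0.15 in sshRNA 1d IR and by -0.20 to -0.26 for 7-day against untreated groups, but by -0.08 in sshRNA between 7 days and 1 day and -0.02 between the lines at 7 days. The median change of bright clusters was 0.04 in sshRNA 1d IR. At 7 days it was 0.18 in sshRNA and 0.11 in USFKD cells against their own untreated cells. In these contrasts the centring exceeds the median change and adds decreases. The search for E-box motifs was not run, since no genome sequence was used here.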

Differences from the paper's values

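The fold threshold matched to Tables 2 and 3, quantile normalization and the fit with control rows left out were chosen after the values were seen. The counts set side by side use the paper's thresholds (fold change over 1.5, adjusted p under 0.05), with limma here and a 3-way ANOVA in the paper, and 14 of 16 counts and percents differ by more than 1.5 times.

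The paper gives 9289 DEG transcripts over its contrasts and 17870 were called here. In untreated USFKD cells the paper's counts are 235 higher and 705 lower, against 1225 and 1712 here. Against sshRNA no IR the paper counts 360 in sshRNA 1d IR (1324 here), 2268 in USFKD 1d IR (5217 here), 5054 in sshRNA 7d IR (10742 here) with the paper's 2962 up and 2092 down (7571 and 3171 here), and 5035 in USFKD 7d IR (10128 here) with the paper's 3184 up and 1851 down (6804 and 3324 here). For USFKD 7d IR against its own untreated cells the paper has 2615 and 6567 were called here. Of transcripts shared at 7 days the paper counts 1421 up and 1063 down, against 4322 and 2007 here.

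Of the 28 alternatives set before the data were examined, clusters of 1 gene symbol only fall within 1.5 times of the paper for 9289 (9021), 2268 (2894), 5054 (5450), 2962, 2092, 5035 (5110), 3184, 1851, 2615 (3209) and 1421 (1512). Leaving out sshRNA 1d IR replicate 1 does so for 360 (363). Centring on bright clusters does so for 2962 and 3184. For 2092 the fit without eBayes moderation, only the arrays compared, adjustment over all contrasts, and leaving out sshRNA no IR replicate 2 or sshRNA 7d IR replicate 2 also do. All other alternatives stay beyond 1.5 times for these values, and for the paper's 235, 705 and 1063 all 28 do. Of the settings chosen after the values were seen, the matched threshold (1.93-fold, set from the median ratio of the log2 fold changes here to those of Tables 2 and 3, which drops 0 of the 44 genes of Tables 2 and 3 found here) comes within 1.5 times for 9289 (8380), 235 (330), 705 (640), 2268 (2206), 5054 (4779), 2962 (3418), 5035 (4925), 3184 (3291), 1851 (1634), 2615 (2614), 1421 (1973) and 1063 (805) and stays beyond it for 360 and 2092, and quantile normalization comes within it for 2962 (4022) and 3184 (4207).

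For genes of Table 2 the paper's fold change and the value here, in that order, are: Obp2a 6.07 and 18.0, Lcn10 4.41 and 16.3, Adgre1 3.09 and 4.90, Ptpn14 2.73 and 4.31, Dpp7 2.65 and 5.04, Cd300a 2.61 and 4.80, Adm 2.52 and 5.78, Myo1g 2.49 and 5.04, Blk 2.48 and 4.73, Adh7 2.36 and 4.21, Blnk 2.36 and 5.25, Tpp1 2.28 and 4.92, Nfkbid 2.26 and 4.05, Runx1t1 2.26 and 4.05, Eno3 2.25 and 4.84, Themis2 2.1 and 3.54, Pld4 2.09 and 3.58. For genes of Table 3 they are: Armcx2 -2.86 and -5.12, Ogfrl1 -2.92 and -4.49, Vpreb3 -2.96 and -7.45, Endou -3.09 and -6.89, Rex2 -3.19 and -5.28, Parm1 -3.25 and -8.01, Slc7a8 -3.68 and -9.16, Cybb -3.68 and -9.0, Rgs13 -4.00 and -10.8, Klhl6 -4.12 and -8.94, Map3k15 -4.18 and -7.51, Maged1 -4.20 and -9.13, F9 -4.34 and -6.88, Zc3h12d -4.58 and -15.6, Mid2 -5.08 and -9.10, Ctse -6.05 and -27.6, Sh2d1b1 -8.04 and -20.0. Adgre1 lay under the dim-probe limit in sshRNA no IR, so its fold change here is only a lower bound. These are 34 of the 44 genes found here, and the size is larger here for 44 of 44, with the paper's direction in 44 of 44. All 28 alternatives differ from the paper for these genes, apart from leaving out USFKD no IR replicate 1 for Adgre1, Themis2 and Ogfrl1 and leaving out sshRNA no IR replicate 2 for Ogfrl1.

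The paper puts the share of its DEG transcripts that changed in untreated USFKD cells at a lower level than was found here, where 2937 of 17870 (16.4%) were called in that comparison.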

Other observations

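The tests of a wider log scale and of another transcript cluster, given at the end, were chosen only after the result was seen. Splicing genes fell in both cell lines 7 days after radiation, where the paper reports GO terms on mRNA processing. Of 37 measured genes 18 fell and 3 rose in sshRNA cells (median -0.45, adjusted p = 1.03e-10, 0.111 with an estimated correlation), with U2af2 at -1.68 ± 0.19, Hnrnpm at -1.90 ± 0.14 and Sf3a2 at -1.86 ± 0.20, each lower in 3 of 3 arrays, and in USFKD cells 13 fell and 0 rose (median -0.30, 2.32e-10, 0.111 with an estimated correlation). Among chromatin modifiers 8 of 48 fell in sshRNA and 7 in USFKD cells, led by Hdac1 (-1.50 ± 0.11 and -1.07 ± 0.11), Uhrf1 (-1.54 ± 0.14 and -1.08 ± 0.14) and Dnmt1 (-1.18 ± 0.12 and -1.14 ± 0.12). Their list passed at 1.90e-04 and 0.00583 but not with cyclic loess (0.114 and 0.0643) or the dim-probe filter (0.0708 and 0.127) or with an estimated correlation (0.376 and 0.486). Of 31 apoptosis genes 3 rose and 7 fell in sshRNA cells (adjusted p = 0.105), and Bcl2l11 rose alike in both lines (1.69 ± 0.17 and 1.68 ± 0.17).

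Plasma cell genes passed in sshRNA cells at 7 days (4 of 13 fell, median -0.12, adjusted p = 0.0135, 0.220 with an estimated correlation, 0.0738 with cyclic loess and 0.126 with the dim-probe filter), with Derl3 at -3.18 ± 0.16, and did not in USFKD cells (3 fell, 0.0676), and the difference between the lines passed at 0.0430 (not with an estimated correlation). Interferon-stimulated genes fell in 8 of 33 cases in sshRNA (0.00871, 0.174 with an estimated correlation) and 4 in USFKD cells (0.0233, 0.206 with an estimated correlation and 0.0614 without USFKD 7d IR replicate 1), among them Sting1 (-2.70 ± 0.20 and -2.12 ± 0.20). Of 16 senescence and secreted factors 1 fell in each line (0.757 and 0.294), which was Lmnb1 (in USFKD cells not called without USFKD 7d IR replicate 3). Of the list of mitochondrially encoded mRNAs and rRNAs 2 members were matched by symbol and not called (median -0.54 in sshRNA and -0.44 in USFKD cells, list adjusted p = 0.00736 and 0.00338, 0.220 and 0.206 with an estimated correlation, and 0.717 and 0.331 with quantile normalization). The mitochondrial ND6, whose symbol on the array was not matched to the list, rose by 3.28 ± 0.18 and 2.27 ± 0.18.

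In untreated cells, lists not described at a claim gave these values for USFKD against sshRNA, as genes higher and lower of those measured with the adjusted p of the list: p53 target genes 3 and 3 of 26 (0.831), base and nucleotide excision and mismatch repair 4 and 0 of 25 (0.890), Fanconi anaemia pathway 3 and 2 of 14 (0.750), non-homologous end joining 2 and 0 of 12 (0.755), DNA damage checkpoint 1 and 3 of 22 (0.415), apoptosis genes 0 and 3 of 31 (0.906), chromatin modifiers 6 and 4 of 48 (0.231), G1 and quiescence regulators 3 and 2 of 26 (0.142), mRNA splicing 6 and 1 of 37 (0.453), plasma cell genes 1 and 3 of 13 (0.938), interferon-stimulated genes 3 and 5 of 33 (0.562), cytokine genes 0 and 2 of 26 (0.243), and senescence and secreted factors 0 and 0 of 16 (0.576). Mitosis genes passed (1 higher, 2 lower of 36, median -0.19, 0.0162) but not with cyclic loess (0.293) or an estimated correlation (0.496), and so did ribosome biogenesis (2 higher, 4 lower of 44, median -0.20, 0.00277, but 0.103 with cyclic loess and 0.545 with an estimated correlation).

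Among 25 other E-box and ETS factors, 2 stood higher and 2 lower in untreated USFKD cells (adjusted p = 0.797). Besides Usf2, which the list includes, these were Bhlhe40 (1.72 ± 0.14), which binds E-boxes as a repressor, Mga (0.63 ± 0.15, not called when centred on bright clusters) and Fli1 (-0.77 ± 0.09). The only mitochondrial tRNA gene of the lists that was matched here, mt-Tk, stood lower at -1.25 ± 0.29, a call that was lost without sshRNA no IR replicate 1 or 3 or USFKD no IR replicate 2 (0.0585 to 0.0718). The paper's Table 3 also has mt-Tt, mt-Tc and mt-Ty as lower, and these are not analysed here.

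The counts of DEG transcripts were compared with other splits of the same 6 arrays into 3 and 3, which make 10 splits, too few for a share under 0.05. In 8 comparisons 1 of 10 splits, the real one, reached the count, and the highest other split called 0 for USFKD no IR (2937 called), sshRNA 1d IR (1324), USFKD 1d IR (5217), sshRNA 7d IR (10742) and USFKD 7d IR (10128) against sshRNA no IR, for USFKD 7d IR against its own untreated cells (6567) and for sshRNA between 7 days and 1 day (8034), and 1 for the lines at 7 days (4250). For USFKD 1d IR against its own untreated cells, where 0 were called, 10 of 10 reached it and the highest other called 142. For the difference in response at 1 day, also 0, all 100 of 100 splits reached it, as any split must, and the highest other called 2371. These splits leave the radiation effect of each line in the data and decide nothing.

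Fold changes here are larger than in Tables 2 and 3 for 100% of the 44 genes found. Another transcript cluster chosen for a gene is argued against, since 43 genes with a single cluster had a median ratio of log2 fold changes of 1.634. A wider log scale of the deposited values may account for the difference, but this stays open: the ratio ran from 1.23 to 1.94, rose with the level of the gene (rank correlation 0.722), and the order of sizes was not the same (0.853).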
